# miRNA-503 inhibition exerts anticancer effects and reduces tumor growth in mesothelioma

**DOI:** 10.1186/s13046-025-03283-0

**Published:** 2025-02-22

**Authors:** Miriam Piccioni, Francesco Di Meo, Anna Valentino, Virginia Campani, Maddalena Arigoni, Mirella Tanori, Mariateresa Mancuso, Rossana Cuciniello, Marco Tomasetti, Federica Monaco, Gaia Goteri, Enrico P. Spugnini, Raffaele A. Calogero, Giuseppe De Rosa, Gianfranco Peluso, Alfonso Baldi, Stefania Crispi

**Keywords:** Mesothelioma, miRNA-503 inhibition, Apoptosis, LNPs, Tumor growth inhibition

## Abstract

**Background:**

Malignant mesothelioma (MM) is a rare and aggressive form of cancer that affects the mesothelial surfaces, associated with exposure to asbestos fibres. To date, no cure is available for MM and therapeutically approved treatments are based on the use of platinum compounds often used in combination with other drugs. We have previously analysed the efficacy of a cisplatin/piroxicam (CDDP/P) combined treatment showing that this treatment was able to reduce in vivo tumor growth. Several studies reported that platinum-drug sensitivity in cancer is connected to modulation of the expression of non-coding RNAs. In this study we analysed if the CDDP/P treatment was able to modulate miRNAs expression in MM.

**Methods:**

miRNA sequencing performed on MSTO-211 H cells treated with CDDP with CDDP/P led us to identify miRNA-503 - downregulated by CDDP/P - as a novel miRNA that acts as an oncomiR in MM. The effect of miRNA-503 inhibition was evaluated in vitro in mesothelioma cells analysing apoptosis induction and reduction of cancer properties. Inhibition of miR-503 expression in vivo, was analysed in ectopic mouse model of MM by using LNP encapsulating anti-mir-503 and miR-503 expression was evaluated in human MM samples.

**Results:**

In vitro and in vivo analysis confirmed miR-503 acts as oncogene in MM since its inhibition was able to reduce cell cancer properties and tumor growth in ectopic mouse model of MM. Its expression was found upregulated in human MM patients compared to normal pleura. Bioinformatic analysis indicated BTG1, CCNG1, EDG1, and TIMP2 as putative target genes of miRNA-503. These genes showed an opposite expression compared to miR-503 levels both in cells and in MM samples. Finally, microarray analysis indicated that miR-503 inhibition affected the expression of the well-known MM biomarkers: CXCL8, SERPINE1 and Osteopontin.

**Conclusions:**

Our study is the first reporting an oncomiR role for miR-503 in MM and suggests that its inactivation could have a clinical value in MM patients. This study reveals that miRNA-503 acts as an oncomiR in MM suggesting that its inhibition, through LNP delivery, has the potential to be considered as a novel therapeutic strategy in MM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03283-0.

## Background

MM is a rare and aggressive form of cancer that affects the mesothelium surface of the pleural and peritoneal cavity, and it is primarily associated with exposure to asbestos fibres. Despite the rarity of this disease, MM incidence is increasing worldwide, and it is expected to reach the peak in the next years [1], especially in developing countries where insufficient safety procedures are contemplated for asbestos handling [2].

The prognosis of MM is very poor due to the long latency development (30–40 years), to the diagnosis at a very late stage and to its high chemo-resistance [3]. Currently, a multimodal treatment regimen of chemotherapy, surgery, and radiotherapy provides the best long-term results. For patients affected by unresectable MM, the standard therapy is based on systemic treatment with platinum drugs such as cisplatin (CDDP) or carboplatin, often combined with other drugs such as the antimetabolites pemetrexed and gemcitabine. However, none of these treatments extend patient survival over 1-year. In addition, these treatments often develop drug resistance and determine severe side effects, two aspects that represent the main limit for a successful therapy.

The expected increasing incidence and the poor prognosis of MM, claim for additional studies on the molecular pathogenesis of MM with the aim to develop novel therapeutic strategies. In this context, more promising seems the use of microRNAs (miRNAs) as novel treatment.

miRNAs are small non-coding RNAs of approximately 22 nucleotides, that play a key role in gene expression regulation via RNA interference. miRNAs deregulation acts at transcriptional and translational level and can affect different diseases including cancer [4]. In addition, specific miRNAs, involved in physiological processes, can also have a role in tumor progression. For example, miR-21 is known to regulate adipocyte differentiation, but several studies reported that it has an oncogenic role in many types of cancer including MM [5–7].

In cancer, miRNAs can act as tumor suppressor or as oncogene and in vivo studies demonstrated that ectopic expression or inactivation of specific miRNAs can affect tumor relapse [8].

Deregulation of specific miRNAs has been found also in MM and some miRNAs are tested in clinical trials. For example, miR-16, downregulated in MM, can influence oncogenic properties both in vitro and in vivo when it is re-expressed determining inhibition of cell growth and sensitizing them to drug treatment [9]. Furthermore, this miRNA, delivered in a minicells system (TargomiRs) has been used in the first clinical phase 1 study in MM (ClinicalTtrials.gov: NCT02369198) achieving therapeutic benefit by the patients recruited in the trial [10].

miRNA deregulation has been reported to be involved also in the sensitivity or resistance of cancer cells to cisplatin response and it is known that cisplatin can modulate miRNAs expression [11]. Depending on the cellular context, cisplatin-deregulated miRNAs are able to act on key genes of different pathways including apoptosis, autophagy and hypoxia. In fact, different miRNAs involved in cisplatin response can have opposite effects in different tumors. For example, miR-31 plays a dual role in MM, increasing cisplatin resistance in parental cells and cisplatin sensitivity in miR-31 null cells [12]. On the contrary, upregulation of miR-31 induced cisplatin resistance in ovarian cancer and in Non-Small Lung Cancer, while its inactivation in prostate cancer determines cisplatin resistance [13, 14]. Differently, miR-18a acts as oncomiR in several cancers including MM, in which it is considered a predictive marker for CDDP treatment since its inactivation increases cisplatin sensitivity [15, 16].

The expression of specific miRNAs can be differently modulated by combined treatment based on the use of cisplatin with other drugs. For example, CDDP/pemetrexed treatment in MM patients downregulates the expression of four miRNAs: miR-126, miR-143 and miR-652 and miR-145, while in bladder cancer a different drug combination (CDDP/ paclitaxel) upregulated miR-145 [17, 18].

In this regard the present study aimed to verify if the efficacy of CDDP/P (piroxicam) treatment, a combined treatment previously validated in MM by our group [19, 20], was related to the deregulation of specific miRNAs. To this aim we performed a miRNome analysis that led us to identify miR-503-5p (miR-503), as the putative molecular target of the treatment. Downregulation of miR-503 in vitro determined apoptotic increase and reduction of cancer properties and in vivo its inhibition affected tumor growth. Additionally, miR-503 showed opposite expression in MM patients, thus suggesting its oncogenic role in this cancer. These findings indicate that miR-503, often described as tumor suppressor in other tumors, has a different role in MM. Our study is the first reporting a preclinical evaluation on the efficacy of the miR-503 inhibition in MM.

## Materials and methods

### Chemicals and reagents

Piroxicam (Pfizer, New York, NY) was a 60-mmol/L injectable solution; cisplatin (Pharmacia-Italia, MI, Italy) was a 50 mmol/L injectable solution.

Trypan Blue solution, Thiazolyl Blue Tetrazolium Bromide (MTT) and Crystal violet were purchased by Sigma-Aldrich (St. Louis, MI, USA); Annexin V-FITC Kit was purchased by Miltenyi Biotec B.V. & Co. KG, Bergisch Gladbach, Germany). Culture media and supplements were obtained from Euroclone (Euroclone SpA, Pero, Milan, Italy).

anti-miR-503 (hsa-miR-503-5p inhibitor, assay ID MH10378), nc-miR-503 (miRNA inhibitor Negative Control) and the transfection reagent Lipofectamine RNAiMAX were purchased by Thermo Fisher (Waltham, Massachusetts, USA).

For Lipid NanoParticles (LNPs) formulation, ethanol and other solvents were obtained by Exacta Optech (Italy). 1,2-dioleyl-3-dimethylammonium propane (DODAP) and N-palmitoyl-sphingosine-1-succinyl[methoxy(polyethylene glycol)2000] (PEG2000-Cer16) were obtained by Avanti Polar Lipids. Disteroylphosphatidylcholine (DSPC) was kindly offered from Lipoid GmbH (Cam, Switzerland). Cholesterol (CHOL), ammonium ferrithiocyanate, sodium chloride, sodium citrate, sodium phosphate, HEPES, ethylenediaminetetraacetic acid (EDTA) and citric acid were purchased by Sigma Aldrich (USA).

### Cell lines and drug treatments

Human MM cell lines MSTO-211 H (MSTO) and NCI-H2452 (NCI) were obtained from the American Type Culture Collection (CRL-2081 and CRL-5946, ATCC, Manassas, Virginia, USA) and cultured in RPMI-1640 medium. IST-Mes2 (Mes2) was obtained from the ISTGE (HTL01007, Istituto Nazionale per la Ricerca sul Cancro – Genova, Italy) and cultured as previously described [21].

Cell lines were maintained in a humidified incubator at 37 °C in 5% CO_2_ and underwent a maximum of 15 passages after revival from frozen stocks. All cell lines were tested periodically for *Mycoplasma* contamination.

For drug treatments, cells were seeded in complete growth media 16 h before the experiments, to allow attachment but not cell-doubling and then treated with cisplatin (4.5 mg/mL) alone or combined with piroxicam (760 mM) for 24 h. In CDDP/ P combined treatment cells were pre-treated with P for 24 h before adding CDDP. In all the experiments untreated cells were used as controls.

### Mice

NU/NU CD1 male mice were purchased from Charles River Laboratories, (Calco, Italy). The animal study was performed according to the European Community Council Directive 2010/63/EU, approved by the local Ethical Committee for Animal Experiments of the ENEA, and authorized by the Italian Ministry of Health (PR 415/2021 and extension EE25E.15.EXT.0). Mice sample size has been determined using the software G*Power 3.2.1.

### Patient samples

RNAs of MM samples were collected from two different institutions in Italy and were previously described [22, 23] and underwent to a standard thoracotomy for therapeutic reasons. The patients were not treated with any previous radio or radio-chemotherapy, before to undergoing surgery. Exclusion criteria were the presence or suspicion of any infectious disease. In details, 19 unmatched samples (14 MM and 5 normal) were collected the Department of Thoracic Surgery of the Second University of Naples from 2004 to 2005. Other 17 MM samples together with the corresponding normal adjacent tissue were collected at the Oncology Clinic of the University Hospital of Ancona from 2004 to 2010. Among these samples additional 15 snap-frozen samples (normal pleura, *n* = 5, epithelioid MM, *n* = 5, and sarcomatoid MM, *n* = 5) were used as a validation set of the results obtained with the initial screening of miRNA and gene and expression.

Each subject gave a written informed consent in accordance with Italian law. Samples were processed under approval of the written consent statement by Ethical Committee of AOU of the Second University of Naples, Italy and of the University Hospital of Marche, Italy respectively.

### miRNome sequencing and data analysis

For sequencing analysis, total RNA was extracted from 1 × 10^6^ MSTO cells untreated or treated with CDDP alone or combined with P using miRNeasy mini-kit and the QIAcube (Qiagen s.r.l., Milan, Italy) following manufacturer protocol. Library preparation was done using NEBNext small RNA library prep kit (NEB, Ipswich, MA, USA) following manufacturer indications and size selection was done on a 5% non-denaturant polyacrylamide to obtain a library size of 146 nucleotides. Sequencing was performed on HiSeq2000 using a 50 nts single-end run.

For data analysis the overall content of the miRNAseq was investigated with Small RNA App (CORE App in Illumina BaseSpace cloud, (http://basespace.illumina.com/) and data were analyzed as previously described [24]. Trimmed sequences were used to calculate differentially expressed miRNAs with DESeq2 6 and the parameters chosen were FDR ≤ 0.1 and |log2FC| ≥. The statistical significance of differential expression measured by miRNA sequencing was assessed by using the R package DESeq version 3.1.1 available in Bioconductor.

Validation of selected deregulated (DEG) miRNAs was performed by TaqMan qPCR miRNA assay (Applied Biosystems) and normalized to RNU6B as indicated by manufacturer.

### In vitro analysis of miRNA 503 inhibition

Cell viability was used to analyse the effect of miR-503 inhibition on cells proliferation on MSTO, NCI and Mes2 cells. Briefly, 7.5 × 10^4^ cells/well were plated in 12-well plates and 16 h after seeding were treated with anti-miR-503 or with nc-miR-503 for 24, 48–72 h. Transfection was performed using Lipofectamine RNAiMAX, according to the manufacturer’s instructions. Subsequently, cells were collected and counted with Trypan Blue. Cell viability was also evaluated using MTT assay according to the manufacturers’ instructions. using a microplate reader (VICTOR Multilabel Plate Reader; PerkinElmer, Inc., Waltham, MA, USA).

For apoptosis detection, for each cell line analysed 1 × 10^6^ cells/well were plated in 100 mm plates and after overnight incubation, cells were treated with anti-miR-503 or with nc-miR-503 for 48 h and stained with Annexin V-FITC kit according to the manufacturer’s protocols. Apoptotic cells were determined by Flow cytometry using a FACS-Canto TM flow cytometry system (Becton Dickinson, San Jose, CA).

### Analysis of tumorigenic properties

For colony formation assay MM cells were seeded at a lower density of 1 × 10^3^ cells/well in 6-well plates and cultured for 7 days. Then, cells were treated anti-miR-503 or with nc-miR-503 for 48 h before replacing the media. Cells were grown for additional 7 days and then colonies were stained with 0.4% (w/v) crystal violet and counted. Representative plates were captured using scanner (Epson Stylus Photo, PX 650).

For wound healing assay, for each MM cell line, 3 × 10^5^ cells/well were plated in 6-well plates and after overnight incubation, gaps were created using a 200 µL pipette tip an than cells were treated anti-miR-503 or with nc-miR-503. Cell migration was monitored and photographed after 24- and 48-hours using phase contrast microscope (DMI8, Leica, Instruments, Germany). The gap closure rate was measured using Image J software (https://imagej.net/).

### LNPs formulations and in vitro analysis

Lipid nanoparticles encapsulating anti-miR-503 (LNPs-anti-miR-503), and empty LNPs were prepared as previously described [25]. The efficacy of LNPs-anti-miR-503 was confirmed in vitro by analysing the ability of loaded LNPs in reducing cell viability and inducing apoptosis, as described above. Empty LNPs were used as control.

These results and the characterization of LNPs are reported in Supplementary File (Supplementary Methods).

### In vivo analysis of the LNPs-anti-miR-503

For ectopic MM mouse model, 3 × 10^6^ MSTO cells, resuspended in 100 µl of Matrigel (BD Biosciences, CA, USA), were injected subcutis (s.c.) in the right flank of 6-week-old NU/NU CD1 male mice. Animals were housed as previously described [21]. One week after injection, mice were randomized in two experimental groups: control (empty LNPs, *n* = 7) and treated (LNPs-anti-miR-503, *n* = 7). LNPs (2 mg/Kg per mouse) were administered via intravenous (i.v.) three times a week for two weeks. Tumors masses were monitored using a caliper and the tumor volume was determined using the formula: (length × width^2^)/2. The general health status of mice and body weight was constantly monitored. At the end of experiment (day 18) mice were euthanized by cervical dislocation and tumor masses and principal organs (liver, spleen, kidney, lung, heart) were collected for further analyses. The weight of tumor masses, liver and spleen were recorded. The percentage of final tumor growth inhibition (TGI) was calculated as follows: TGI (%) = (Vc-Vt)/(Vc-Vo)*100, where Vc, Vt are the median of control and treated groups at the end of the study and Vo at the start.

### miRNA target alignment and qPCR

miRDB database (https://mirdb.org/) [26] was used to select miRNAs targets. Alignment of miRNAs predicted target was carried out using miRbase (https://www.mirbase.org) [27] and mirmap (https://mirmap.ezlab.org/) [28].

RNA extraction from MM tissues, MM cells and qPCR analysis were performed as previously described [22, 23] and run using 7900 HT Real Time PCR (Applied Biosystem). Specific primer, designed at exon–exon junctions (Primer express 2.0, Applied Biosystems) and GAPDH was used as housekeeping. Primer sequences are reported in Supplementary File (Supplementary Methods).

### Histology and immunohistochemistry

For histology, mouse tissues were stained with hematoxylin/eosin as previously described [29].

Ki67 analysis and TUNEL assay on tumor mouse tissues were performed as already described [29]. For each specimen, the score of Ki67 or the number of apoptotic cells was evaluated counting the number of positive cells visible for high power field 10 × 20. All slides were evaluated by the two blinded independent observers (A.B. and S.C.) and discordant cases were reevaluated collegially.

Immunohistochemistry (IHC) on mice tumor and human tissues specimens was performed as previously described [30, 31].

The primary antibodies used were: Rabbit anti-human Ki67 (DAKO Agilent, Santa Clara, CA USA), Rabbit anti-human BTG1 (orb35408 Biorbyt, Durham, NC, USA), Rabbit anti-human CCNG1 (orb167206 Biorbyt), Rabbit anti-human S1PR1 (EDG1) (orb350684 Biorbyt), Rabbit anti-human TIMP2 (orb543218 Biorbyt), Rabbit anti-human CXCL8 (17038-1-AP Proteintech Rosemont, IL, USA), Rabbit anti-human Osteopontin, (SPP 20416-1-AP Proteintech), Rabbit anti-human SERPINE1 (PAI-1 #49536 Cell Signaling, Danvers, MA, USA). Antibodies were used at final dilution 1:100 for 1 h at room temperature. Then, sections were incubated with UltraTek HRP secondary antibody (ScyTek Laboratories, Logan, Utah, USA) for 1 h at room temperature. Diaminobenzidine (ScyTek Laboratories, West Logan, UT, USA) was used as the final chromogen and hematoxylin was used as a contrast agent. For each tissue section, negative and positive controls were performed, either leaving out the primary antibody or using tissue expressing the antigen of interest.

Mouse tissues images were acquired by using a light microscope (Microscope Nikon ECLIPSE 55i) equipped with a Digital Image Capture software (Leica Application Suite V4.8).

Images from MM human tissues were acquired by using with an optical microscope (Zeiss, Axiocam MRc5) and staining intensity was evaluated using ImageJ.

All sections and staining were assessed by two observers (A.B. and G.G.), blinded to treatment conditions.

### Transcriptomic analysis and functional annotation

Transcriptomic analysis was performed as previously described [21] starting from 100 ng of total RNA extracted by MSTO cells treated with miR-503 inhibitor or with negative control for 48 h. Total RNA was converted in labelled ssDNA and used to hybridize Affymetrix Human Clariom S Assay (Affymetrix/Thermo Fisher), as indicated by manufacturer. Primary data analysis was performed with the TAC 4.0 (Transcriptome Analysis Console software version 3.1.0.5-Thermo Fisher) and transcriptional perturbations were detected, comparing anti-miR-503 treated cells to untreated cells.

Functional annotation of deregulated genes and Biomarker analysis were performed using Qiagen IPA software (Ingenuity Pathway Analysis, https://digitalinsights.qiagen.com).

### Statistical analysis

All the statistical analysis were performed using Graph Pad Prism 9.0 (GraphPad Software, Inc., San Diego, CA, USA). One way ANOVA was used to evaluate the significance of the differences of one variable in more than two groups. Unpaired two-tailed *t* test was used for two group comparison. Dunnett’s multiple comparison test with Bonferroni post hoc correction was used to assess the significance between each treatment group and the control group. *p* ≤ 0.05 was considered to indicate a statistically significant difference.

For in vivo experiments, tumor growth data were elaborated as temporal dynamics and statistically analyzed by regression analysis (95% CI; best fit value with 2 parameters: y-intercept and slope). Tumor mass, liver and spleen weight of each mouse were registered at the end of experiment. Data are expressed as means ± SEM for each group. *p* values were determined using two-tailed *t* test; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

All the experiments were performed at least in triplicate.

## Results

### miR-503 downregulation decreases cell proliferation, migration, and invasion in mesothelioma cells

To understand if the efficacy of the CDDP/P combined treatment was carried out through miRNAs deregulation, we performed a miRNome sequencing analysis in MSTO cells after single CDDP or combined CDDP/P treatment. Differential expression analysis showed that, compared to untreated cells, both treatments deregulated about 350 miRNAs, 117 of them present in both treatments (Table S1). Among these miRNAs we focused our attention on those with stronger deregulation in the combined treatment. The resulting 22 miRNAs (Table S1) were analysed bioinformatically to select the miRNAs whose predicted target genes were connected directly or indirectly to p21, since the anticancer effect of CDDP/P treatment was associated to nuclear localization of p21 [32].

Target prediction using miRDB database allowed us to select three miRNAs, miR-7-1 miR-139 and miR-503, showing high scores for predicted target genes related to cell cycle. Specifically, miR-7-1-3p was predicted to target CCNG2, CDKN2B and BCCIP (target scores 100, 96, 92 respectively); miR-139-5p was predicted to target CDC42 and PAK2 (target scores 68 and 67) and miR-503-5p was predicted to target CCND2, CCND1, CDKN2AIP (target scores 98, 96, 81 respectively).

Data from sequencing analysis showed that after CDDP/P treatment, miR-7-1 and miR-503 resulted downregulated, while miR-139 resulted upregulated.

To validate their expression q-PCR analysis was performed in MSTO and NCI cells, two cell lines sensitive to the combined treatment, and in Mes2, a cell line resistant to it for the absence of p21 [32].

Results showed that only miR-503 expression was linked to the treatments (Fig. 1A) and that in Mes2 miR-503 showed an opposite expression. This result suggested that miR-503 could play a role in the apoptosis induction associated to the combined treatment.

**Fig. 1:**
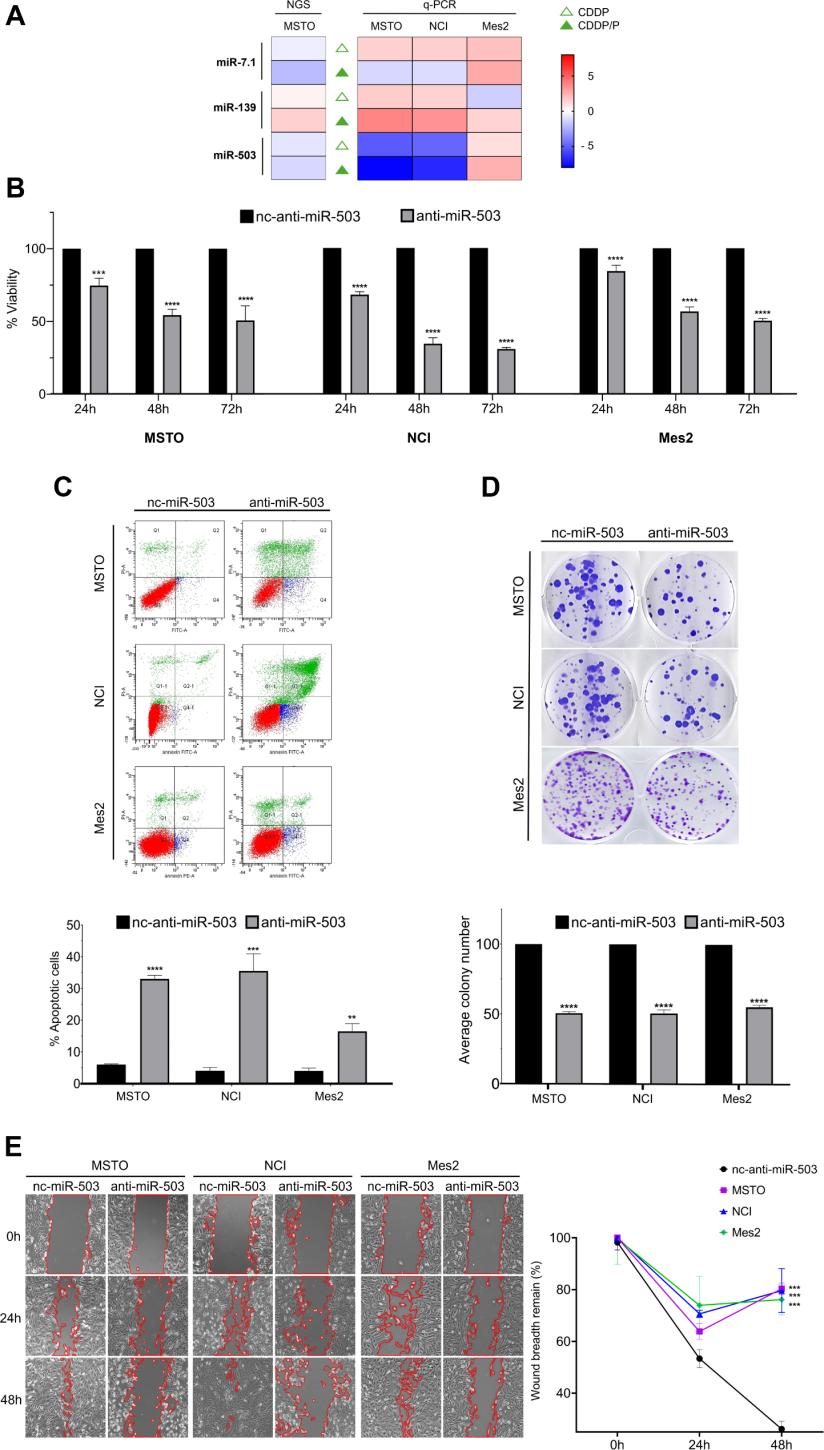
miR-503 downregulation affects cancer properties in MM in vitro. **A** NGS expression values of DEG miRNAs selected after single CDDP and combined CDDP/P treatments and q-PCR validation in MM cells. **B** Effects on cell viability of miR-503 inhibition at different time. 48 h treatment resulted the best time and reduction was 46% MSTO, 66% NCI and 43% Mes2. A lower decrease was detected after 24 h (75% MSTO, 68% NCI and 84% Mes2) while after 72 h the effect was comparable to the 48 h (49% MSTO, 69% NCI and 50% Mes2). **C** FACS analysis confirms that cell viability decrease after 48 h treatments is due to apoptotic increase in all MM cells treated with anti-miR-503 (33% MSTO, 35% NCI and 16% Mes2) compared to nc-anti-miR-503 (6% MSTO, 4% NCI and 4% Mes2), used as control. Histograms report a data summary of the apoptotic index for both treatments. **D** Crystal violet colony assay in MM cells transfected for 48 h with anti-miR-503 or with negative control (nc-anti-miR-503). Cells were grown for 7 days before transfection and after additional 7 days the colonies were stained with 0.4% (w/v) crystal violet and counted using Image J. Reduction of colony numbers were: 50% MSTO, 50% NCI and 45% Mes2. Data are shown in the histogram. **E** Wound-healing assay shows that miR-503 inhibition after 48 h greatly reduced the migration capability of MM cells. The graph reports the residual gap in treated anti-miR-503 cells compared to control (80% MSTO, 80% NCI and 76% Mes2). Data are presented as the mean *±* SD of at least three independent experiments (*n* = 3). **p < 0.01 ***p < 0.001 ****p < 0.0001 vs. control

To explore the bioactivity of miR-503 inhibition in mesothelioma, we tested in vitro if its downregulation could induce apoptosis and affect cancer properties. To this aim we performed a series of experiments in MM cell lines.

First, we analysed the effect of miR-503 inhibition on cell viability in a time course analysis. Results clearly indicated that 48 h was the best time-treatment determining a decrease in cell proliferation of about 50%. No effect was observed after nc-miR-503 transfection (Fig. 1B).

To deepen understand if this reduction was due to increased apoptosis, we performed a cytofluorimetric analysis after 48 h of treatments. FACS analysis showed an increase of apoptotic cells of about 30% in all cell lines tested (Fig. 1C).

Then we analyzed the effects of miR-503 inhibition on self-renewal capacity and cell migration ability. As shown in Fig. 1D, transfection of anti-miR-503 determined a marked reduction of colony number formation in MM cells, thus suggesting that its expression can be associated to cancer growth. Similarly, wound-healing assay showed that inhibition of miR-503 significantly affected the migration capability of mesothelioma cells. In fact, in anti-miR-503 treated cells the wound gap closure was about 80% after 48 h, while it appeared complete in cells treated with nc-miR-503 (Fig. 1E).

### miR-503 downregulation decreases tumor growth in vivo

To investigate in vivo the anticancer effect of miR-503 inhibition, we took advantage of using LNPs as an efficient and safe delivery system that was previously described [25]. Empty and loaded with anti-miR-503 LNPs showed a similar diameter and negative superficial charge indicating that the encapsulation of miR-503 inhibitor did not influence vesicles size. To ascertain that LNPs preserved the biological activity of anti-miR-503, we performed preliminary in vitro assays on MSTO cells. Analysis of cell viability confirmed that LNPs-anti-miR-503 resulted more effective after 48 h of treatment, when cell decrease was reduced of about 50%. In addition, FACS analysis confirmed that the decrease was due to apoptosis. No effect was evidenced after treatment with empty LNPs (Fig. S1). These results confirmed the efficacy of the delivery system and allowed us to set up the experiments to evaluate in vivo the anticancer effect of miRNA-503 inhibition using a murine ectopic model of mesothelioma.

Male nude CD1 mice were s.c. inoculated with MSTO cells, and one week after implantation, when tumor masses reached about 350 mm^3^, mice were randomized in two groups and treated intravenously with of empty LNPs or with LNPs-anti-miR-503 (2 mg/kg) every three days for a total of 6 injections as described in the experimental scheme (Fig. 2A). Results showed that empty LNPs did not exert any anticancer effect, while LNPs-anti-miR-503 determined progressive reduction of tumor growth with a reduction of 12% already evidenced after the first administration that reached 53.4% at the end of the experiment (Fig. 2B). The anticancer activity of miR-503 inhibition in vivo was also supported by the reduction of tumor weight in treated mice (Fig. S2A). Importantly, no significant variation was observed in mice during the experiment in total body weight (Fig. S2B) or in liver and spleen weight (Fig. S2C, D), suggesting a good tolerance of LNPs anti-miR-503 administration supported also by histopathological analysis of principal organs collected (data not shown).

**Fig. 2:**
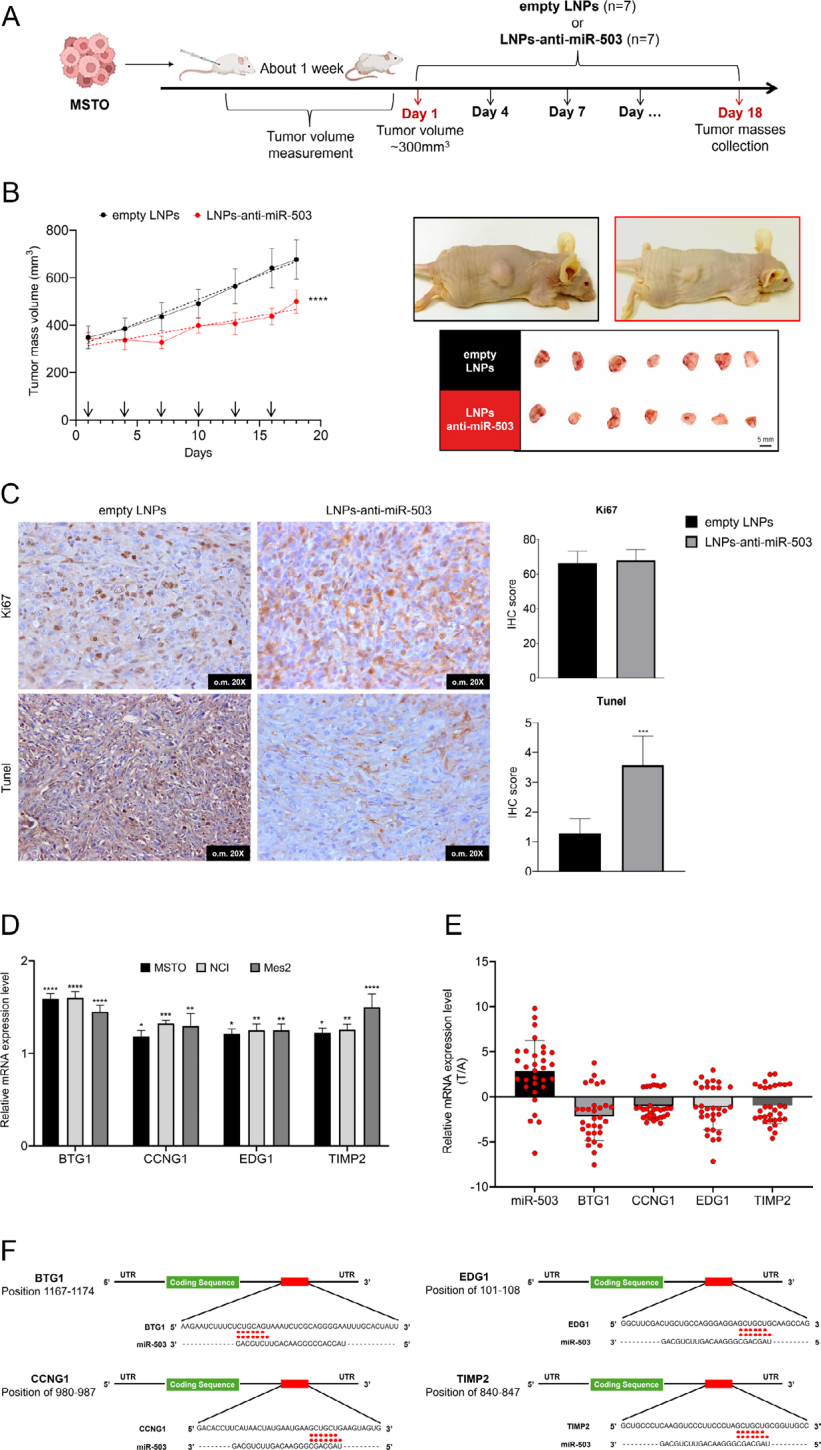
In vivo anticancer effects of miR-503 inhibition. **A** Experimental scheme showing design and details of the mesothelioma xenograft mouse model of MM. Treatments was performed inoculating i.v., after tumor growth, LNPs-anti-miR-503 or empty LNPs. **B** Tumor growth reduction evaluated by analysing tumor masses volume at the days of treatment. Data are expressed as tumor mass volume means ± SEM for each group and the linear regression (dashed line) is reported. Images of tumor masses from mice treated with LNPs-anti-miR-503 or with empty LNPs at the end of experiment are shown. **C** Effects of miR-503 inhibition on cell proliferation (Ki67) and apoptosis (TUNEL) in tumor masses compared to control (empty LNPs) (original magnification 20X). Bar plots indicates no changes for Ki67 and higher apoptotic index in tumors treated with LNPs-anti-miR-503 compared to empty LNPs, confirming the pro-apoptotic role of miR-503 inhibition in vivo. **D** Expression analysis of miR-503 putative target genes by q-PCR in MM cells after miR-503 inhibition **E** q-PCR analysis in human MM samples of the miR-503 putative target genes confirms their inverse expression and the concomitant up-regulation of miR-503. **F** Base pair alignment among miR-503 and the 3’UTR region of the putative target genes. Data are presented as the mean *±* SD of at least three independent experiments (*n* = 3) for the in vitro experiments while for the in vivo analysis numbers of samples are reported in Methods. *p < 0.05, **p < 0.01 ***p < 0.001 ****p < 0.0001 vs. control

Histopathological analysis of ectopic tumors showed that treatment with LNPs-anti-miR-503 caused partial substitution of the tumor tissue by calcified and necrotic tissue (Fig. S3). Tumor tissue from anti-miR-503 treated mice displayed higher apoptotic index, as evaluated by TUNEL assay compared to samples from mice treated with empty LNPs (Fig. 2C). The analysis of the proliferation index, evaluated by Ki67 nuclear expression, showed no significant differences between the two groups reinforcing the pro-apoptotic role of miR-503 inhibition in MM.

### miR-503 expression analysis in mesothelioma tissue samples and target genes

To identify the putative miR-503 target genes involved in MM tumor growth we analysed the biomarker gene list previously reported in MM tissues by our group [22]. Among them, we selected seven genes associated to cell proliferation and apoptosis that resulted downregulated in tumor samples: BTG1, CCNG1, DMD, EDG1, SEMA3G, SYNPO2, TIMP2.

Their expression was analysed by q-PCR analysis in MM cells after miR-503 inhibition. Results confirmed the expression only for BTG1, CCNG1, EDG1, TIMP2. The same analysis performed in human MM samples confirmed in vivo an opposite expression of miR-503 and of the putative target genes with upregulation of miR-503 and a concomitant decreased expression of the selected genes (Fig. 2D, E). These data reinforced the possible biological role played by this miRNA in mesothelioma and confirmed that expression on miR-503 is linked to decreased expression of genes involved in apoptosis.

The specific miRNA tools miRbase and mirmap were then used to analyze the base-pairing among miR-503 and the 3’UTR region of these genes. Results supported the q-PCR data confirming the presence of the base pairing and the target site accessibility, the most predictive feature to identify a candidate gene target (Fig. 2F).

In addition, protein expression analysis of BTG1, CCNG1, EDG1, and TIMP2 in MM tissues in mouse tumor masses treated with LNPs-anti-miR-503 confirmed the q-PCR results and the opposite expression of miR-503 and of its target genes also in vivo (Fig. 3A, B).

**Fig. 3:**
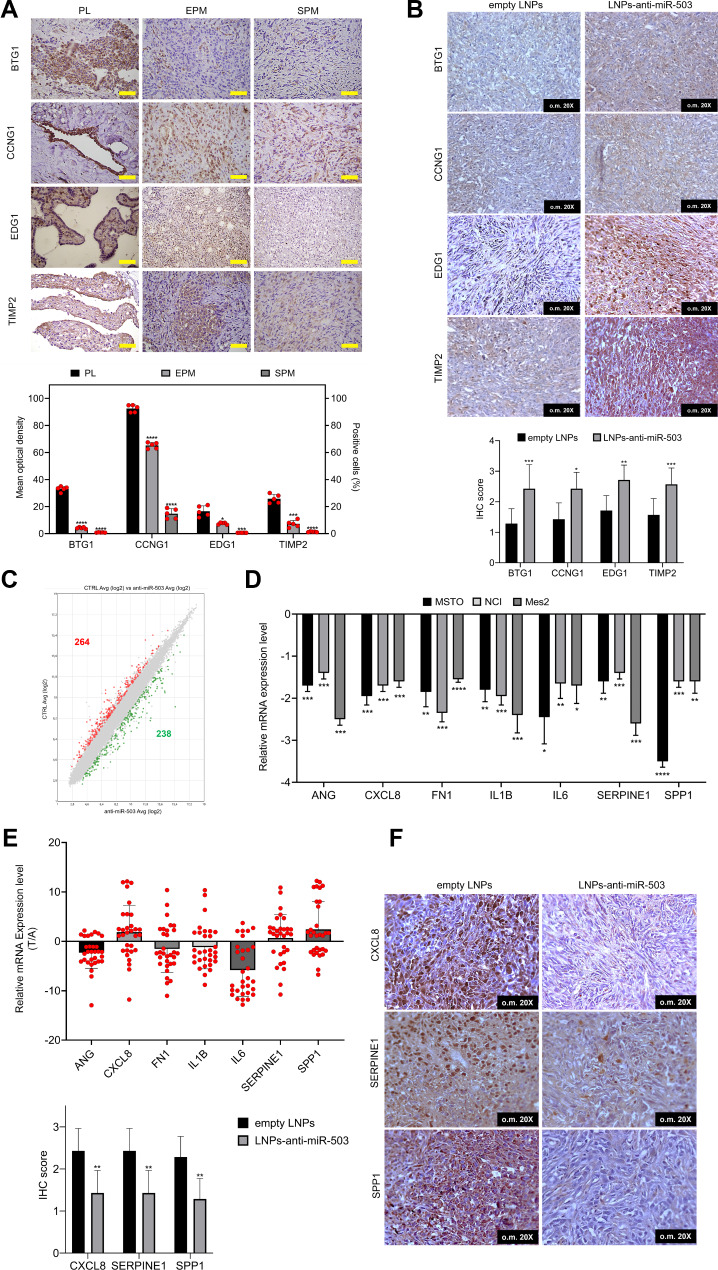
Histological analysis of miR-503 target genes and transcriptomic analysis of miR-503 inhibition. **A** Evaluation of the expression of BTG1, CCNG1, EDG1 and TIMP2, in normal pleural (PL) and pleural mesothelioma tissues (EPM epithelial istotype; SPM, sacomatoid istotype). Yellow Scale bar = 100 μm. Data shown are mean ± S.D. of five independent experiments. **B** IHC analysis of the putative miR-503 target genes on mice tumors treated with LNPs-anti-miR-503 or empty LNPs (original magnification 20X). **A** and **B** confirm the in vitro results. **C** Transcriptome analysis in MSTO cells after miR-503 inhibition detected about 500 deregulated genes (red upregulated, green downregulated). **D** Expression analysis of MM biomarkers deregulated by inhibition of miR-503 in MM cells. **E** q-PCR analysis in human MM samples of the miR-503 MM biomarkers confirms the inverse expression only for CXCL8, SERPINE1 and SPP. **F** IHC analysis of the miR-503 deregulated MM biomarkers on mice tumors treated with LNPs-anti-miR-503 or empty LNPs (original magnification 20X). For each IHC panel bar plots report the score for the samples analysed. Data presented as the mean *±* SD of at least three independent experiments (*n* = 3) for the in vitro experiments while for the in vivo analysis numbers of samples are reported in Methods. *p < 0.05, **p < 0.01 ***p < 0.001 ****p < 0.0001 vs. control

### Transcriptome analysis shows that inhibition of miR-503 affect the expression of mesothelioma biomarkers

To investigate if miRNA-503 inhibition could modulate known biomarkers specifically linked to mesothelioma, we performed a transcriptome analysis by means of Clariom arrays in MSTO cells treated with miR-503 inhibitor for 48 h. 

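MSTO cells are the human mesothelioma cell line MSTO-211H. RNA from 3 cultures labelled as control and 3 labelled as treated with the miR-503 inhibitor (anti-miR-503), given in the labels as biological replicates, was collected after 48 h, and 100 ng of each was hybridized to 1 Clariom S array, a 1-colour array with biotin label. The controls are described in the paper's methods both as cells given a negative control and as untreated cells, whereas the array labels speak of untreated cells and of a DMSO vehicle, so what the control cultures received is not settled. The deposited values are log2 signals that the authors made with TAC by the robust multi-array average (RMA), which corrects the background, equalizes the distributions of the arrays and summarizes the probes of each transcript. The RMA variant and the annotation build are not given in the sources used here, and genome positions are therefore not printed. The medians of the 6 arrays lay between 6.56 and 6.63, and no further normalization was applied. Of 24351 rows, 2903 array controls were left out and 21448 were tested. The platform annotation gave 1 gene symbol for 17709 of them and several for none, the probe identifiers of Table S2 named 7 more, and 3732 stayed without a name. BTG1 and TIMP2 were not matched to a row.

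The arrays labelled anti-miR-503 were compared with the control arrays by limma, with Benjamini-Hochberg adjustment over all rows tested. The paper's text gives no threshold for the arrays. Counts are therefore given at an adjusted p under 0.05 and also at an unadjusted p of 0.05 or less, as in its statistics section, with an absolute fold change of at least 2, the smallest in the gene sheet of Table S2, of which 462 of the paper's 502 genes were used here. Fold changes are anti-miR-503 over control by array label, and on this scale 434 of the 438 matched genes of that sheet have the opposite sign to Table S2. Across the rows, which are not independent replicates, anti-miR-503 replicate 1 had its highest correlation with control replicate 3 (r = 0.991, the highest of all pairs of arrays) and correlations of 0.980 and 0.977 with anti-miR-503 replicates 2 and 3. The latter 2 arrays correlated at 0.989 with each other. The number of arrays limits the precision of every value.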

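In the arrays labelled anti-miR-503, members of the lists of inflammation, of the response to low oxygen and of the NRF2 response were higher, opposite in sign to the study's fold changes, and BMP4, SMAD6 and SMAD7 were lower. Of 24 measured NF-kB targets and inflammatory cytokines, 10 were at least 2-fold higher at an unadjusted p of 0.05 or less and 0 were lower. Among the 10 are 5 that the study chose on these arrays as biomarkers. TNFAIP3, a feedback inhibitor of NF-kB, had a log2 signal of 8.13 ± 0.32 (SD, n = 3) in the control arrays and 11.09 ± 2.35 (SD, n = 3) in the anti-miR-503 arrays, a log2 fold change of 2.96 (standard error 0.96, adjusted p = 0.756 from limma). NFKBIA, which holds NF-kB in the cytoplasm, had a log2 fold change of 1.28 (standard error 0.40), SOD2, the mitochondrial superoxide dismutase, 1.88 (standard error 0.52), and the cytokine LIF 1.43 (standard error 0.42). Of 24 genes of hypoxia and glycolysis, 7 passed this threshold upwards and 0 downwards, among them the glucose transporter SLC2A3 with 1.78 (standard error 0.59), NDRG1 with 1.40 (standard error 0.38), the peptide hormone gene ADM with 1.39 (standard error 0.37) and the collagen-modifying enzyme PLOD2 with 1.34 (standard error 0.47). Of the 7, SLC2A3 and STC1 are also in the biomarker sheet that the study chose on these arrays. The median of the hypoxia genes against the controls was 0.89 and 0.98 on the log2 scale in anti-miR-503 replicates 2 and 3 but 8.6e-04 in replicate 1, where each control against the other controls lay between -0.29 and 0.15. Of 19 NRF2 targets, 4 were higher and 0 lower. The aldo-keto reductases AKR1C1, AKR1C2 and AKR1C3, close paralogs that can share probe signal, had log2 fold changes of 3.99 (standard error 1.09), 3.57 (standard error 1.09) and 3.03 (standard error 0.97), and PTGR1 had 1.32 (standard error 0.41). In control replicate 1 AKR1C1 was at 6.79, against 11.62 and 10.50 in the other controls, and without this array AKR1C1, AKR1C2 and AKR1C3 had log2 fold changes of 2.57, 2.09 and 1.81. Of 25 interferon-stimulated genes, 4 were higher and 0 lower. Over this list control replicate 3 had a median of 0.60 against the other controls. Anti-miR-503 replicates 1 and 3 had 0.40 and 0.37 against all controls, a different reference, so these values do not rank the arrays. The higher genes were HERC5, an ISG15 ligase, with 2.03 (standard error 0.50), DDX60 with 1.91 (standard error 0.55), ISG15 with 1.24 (standard error 0.36) and IFI44 with 1.28 (standard error 0.49).

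Of 20 BMP and SMAD response genes, 5 were lower and 1 was higher. The growth factor BMP4 had a log2 signal of 15.17 ± 0.69 (SD, n = 3) in the control and 12.90 ± 2.08 (SD, n = 3) in the anti-miR-503 arrays, and the inhibitory SMAD6 and SMAD7 had log2 fold changes of -1.98 (standard error 0.77) and -1.46 (standard error 0.41), while BMP6 had 1.86 (standard error 0.64). For BMP4 and SMAD6 anti-miR-503 replicate 1, at 15.17 and 11.75, lay within the control arrays. The log2 fold changes of BMP4 and SMAD6 were -3.40 and -3.00 without it, and -1.36 and -1.20 without anti-miR-503 replicate 3, where neither passed the 2-fold threshold. The median over this list was -0.21 (camera, adjusted p = 0.128), with an adjusted p of 0.00682 (median -0.29) without anti-miR-503 replicate 1, 0.530 (median -0.016) without anti-miR-503 replicate 3 and 0.310 (median -0.058) without control replicate 2. It was -0.13 without control replicate 3 and -0.14 without anti-miR-503 replicate 2. Of 25 splicing factors, 1 passed, SRSF6 with -1.58 (standard error 0.38), and the list's median was -0.33 (camera, adjusted p = 1.7e-05; adjusted p = 0.481 with an estimated correlation). Outside the lists, the transcripts with the largest change and non-overlapping groups were the macrophage glycoprotein CD68 with 2.40 (standard error 0.70), GALNT9 with 2.14, TGFBR3 with 2.00 and KRT17 with 1.92 upwards, and ATPSCKMT with -2.32, NCOA5 with -2.22, ARHGAP28 with -1.69, TMEM19 with -1.69, LHX4-AS1 with -1.55, WDR6 with -1.52, LANCL2 with -1.52, FAM13B with -1.47, CSAD with -1.43 and SLC25A44 with -1.39 downwards. CD68 and KRT17 are also in the biomarker sheet that the study chose on these arrays. Over all rows the groups did not overlap in 2257 of 21448, or 10.5%, where chance gives 10%. LHX4-AS1 was not above the background of any array, LIF, BMP6, CD68 and GALNT9 of any control array, and CSAD of any anti-miR-503 array. The median log2 fold change was 0.93 for the NF-kB targets (camera, adjusted p = 9.6e-10), 0.65 for the hypoxia genes (adjusted p = 9.9e-07), 0.37 for the NRF2 targets (adjusted p = 0.00711) and 0.44 for the interferon-stimulated genes (adjusted p = 9.3e-05). None of these 4 calls held with an estimated correlation (adjusted p = 0.481 for the NF-kB targets, hypoxia and interferon-stimulated genes and 0.541 for the NRF2 targets). The call on the NRF2 targets was also lost without control replicate 1 (median 0.11, adjusted p = 0.143), control replicate 3 (adjusted p = 0.0544) and anti-miR-503 replicate 1 (adjusted p = 0.116). Without anti-miR-503 replicate 1 the median was 1.44 for the NF-kB targets and 0.68 for the interferon-stimulated genes, and without 1 control it was 0.71 for the interferon-stimulated genes (replicate 3), 0.59 for the NRF2 targets (replicate 2) and -0.21 for the splicing factors (replicate 1), each still past the threshold of camera. When adjusted over the list alone, 5 interferon-stimulated genes were higher, and 0 members of the NF-kB, hypoxia, NRF2, BMP and SMAD, and splicing lists passed. The lists were fixed before the array values were examined, but after Table S2 had been read.

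Over all rows, 187 were at least 2-fold higher and 196 at least 2-fold lower at an unadjusted p of 0.05 or less. At an adjusted p under 0.05 from limma the count was 0 in both directions, with 1377 rows, or 6.4%, at an unadjusted p of 0.05 or less. The adjusted count was also 0 by an unpaired t test. The paper's statistics section gives that test for 2 groups, whereas its arrays were analysed with TAC. Without anti-miR-503 replicate 1, 77 rows were higher and 77 lower at an adjusted p under 0.05, and the 2-fold counts were 519 and 818. These were 95 and 98 without anti-miR-503 replicate 2, 81 and 82 without replicate 3, 123 and 153 without control replicate 1, and 296 and 390 without control replicate 3.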

The analysis detected a total of 264 upregulated and 238 downregulated genes (Fig. 3C and Table S2). Deregulated genes were functionally annotated through IPA analysis with the aim to highlight the major molecular pathways associated to the miR-503 inhibition. Notably, the analysis showed that among the “Molecular and Cellular Functions” most of deregulated genes were associated to cell death and proliferation (Fig. S4). 

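Among genes of cell death, changes in the arrays labelled anti-miR-503 went in both directions. Of 18 measured pro-apoptotic genes, 1 passed the 2-fold threshold, PMAIP1, which encodes the BH3-only protein NOXA, with a log2 fold change of 1.94 (standard error 0.66, adjusted p = 0.756 from limma). Of 15 anti-apoptotic genes, 3 were higher and 1 was lower. BIRC3, an inhibitor of apoptosis that is also an NF-kB target, had 1.94 (standard error 0.65) and CFLAR, an inhibitor of caspase-8 activation, 1.02 (standard error 0.44), whereas NAIP had -1.49 (standard error 0.57). TNFAIP3 was the other one that was higher. BIRC3 and CFLAR are in the biomarker sheet that the study chose on these arrays, so their direction is not independent evidence. CFLAR had 0.64 without control replicate 1, and NAIP -0.96 without anti-miR-503 replicate 3. BIRC3 was not above the background of any control array, and NAIP of any anti-miR-503 array. Of 28 G1/S cyclins and DNA replication genes, 1 was lower, the cyclin gene CCNE2 with -1.25 (standard error 0.47; -0.80 without anti-miR-503 replicate 3), not above the background of any array. Of 22 mitotic genes, 0 passed, where 383 of all 21448 rows did. The proliferation marker MKI67 had a log2 signal of 11.71 ± 1.58 (SD, n = 3) in the control arrays and 11.74 ± 1.35 (SD, n = 3) in the anti-miR-503 arrays, and the cell cycle inhibitor CDKN1A had 12.31 ± 0.88 (SD, n = 3) and 12.34 ± 0.53 (SD, n = 3). CDC20 and PTTG1, which act at the onset of anaphase, had log2 fold changes of 0.81 (standard error 1.32) and 0.89 (standard error 1.22). CDC20 was at 9.32 in control replicate 3 and 10.91 in anti-miR-503 replicate 1, against 13.84 to 14.41 in the other arrays, so the level of this gene varied more within the groups than between them.

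**Figure D1:**
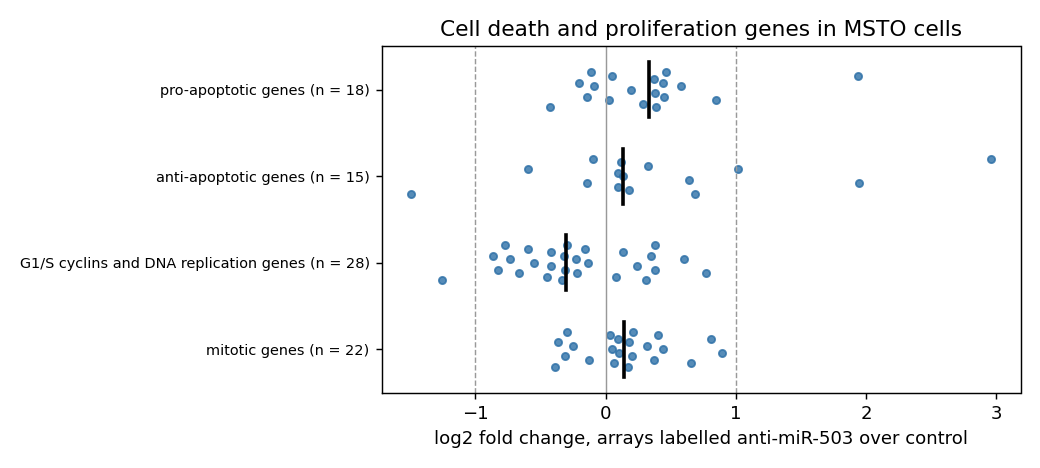
Log2 fold change of each measured gene (points, horizontal axis, arrays labelled anti-miR-503 over control) in 4 lists of cell death and proliferation genes (rows), with the median of each list as a black bar, 0 as a grey line and 2-fold changes as dashed lines. The pro-apoptotic genes spread from -0.42 to 1.94, and the mitotic genes from -0.39 to 0.89.

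The median log2 fold change was 0.33 for the pro-apoptotic genes (camera, adjusted p = 0.0296; adjusted p = 0.541 with an estimated correlation), 0.13 for the anti-apoptotic genes (adjusted p = 0.101), -0.30 for the G1/S genes (adjusted p = 0.0561) and 0.14 for the mitotic genes (adjusted p = 0.781). No member passed when adjusted over the list alone. The pro-apoptotic call was lost without control replicate 3 (adjusted p = 0.192) and anti-miR-503 replicate 2 (adjusted p = 0.319), and the anti-apoptotic list passed without anti-miR-503 replicate 1 (adjusted p = 0.0279). The median of the G1/S genes was 0.18 without anti-miR-503 replicate 1 (adjusted p = 0.720), and the list passed downwards without control replicate 3 (adjusted p = 0.00162), anti-miR-503 replicate 2 (adjusted p = 2.6e-04) and anti-miR-503 replicate 3 (adjusted p = 0.00643). The median of the mitotic genes was 0.86 without anti-miR-503 replicate 1 (adjusted p = 0.00402), 0.73 without control replicate 2 (adjusted p = 0.0257) and -0.84 without control replicate 3 (adjusted p = 1.8e-05). These lists are not the functional classes of IPA, which was not run here.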

Then to better analyze the putative role of miR-503 in the context of MM we performed a “Biomarker analysis” with the aim of identifying mesothelioma biomarkers associated to miR-503 inhibition. This analysis based on mechanistic connection to diseases and the detection in body fluids, allows to identify and prioritize the most relevant molecular biomarker candidates discriminating a disease state and/or drug response.

The analysis retrieved 42 putative biomarkers all downregulated and associated to cancer (Table S2). Among them we selected those genes reported associated to MM with an extracellular location, a feature that allows an easy detection and that could be informative for personalized treatment: ANG, CXCL8, FN1, IL1, IL6, SERPINE1 and Osteopontin (SPP1). 

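The biomarker sheet of Table S2, of which 40 of the paper's 42 genes were used here, pairs each gene with its array identifier, so that every one could be followed in the array values. In the arrays labelled anti-miR-503, 35 of the 40 were higher and 5 were lower than in the control arrays, and 29 of the higher and 3 of the lower genes passed the 2-fold threshold. The higher genes include the cell surface proteoglycan SDC1 with a log2 fold change of 1.68 (standard error 0.68), the fatty acid binding protein FABP4 with 2.20 (standard error 0.88), the membrane metalloprotease MME with 2.20 (standard error 0.83), the Wnt antagonist SFRP1 with 1.47 (standard error 0.49), the glycoprotein hormone STC1 with 1.62 (standard error 0.63) and the acute phase protein SAA1 with 1.35 (standard error 0.41). They also include the transcription factors ETS1 with 1.53 (standard error 0.54) and SOX9 with 1.33 (standard error 0.32). SAA1 was not above the background of any array, and FABP4, SFRP1 and STC1 were not above that of any control array. The lower genes include the transferrin receptor TFRC with -1.11 (standard error 0.35), the lactate transporter SLC16A1 with -1.14 (standard error 0.39), CPS1 with -0.80 (standard error 0.33) and the deacetylase HDAC1 with -0.75 (standard error 0.26). Here CPS1 and HDAC1 did not pass the threshold. Single values moved when 1 array was left out. SDC1 had 2.59 without anti-miR-503 replicate 1. Without control replicate 1 the change of MME was smaller, and SLC16A1 changed less than 2-fold. The groups did not overlap for 12 of the 40 genes, where chance gives 10% with 3 arrays against 3 for genes not chosen on the same arrays. None of the 40 passed an adjusted p under 0.05 from limma over all rows, and 12, all higher, passed it without anti-miR-503 replicate 1. The study chose these genes on the same arrays, so neither their number past a threshold nor the number without overlap is independent evidence of a change. The number past the 2-fold threshold was 9 without anti-miR-503 replicate 2, 10 without anti-miR-503 replicate 3, 19 without control replicate 1 and 5 by the unpaired t test. The genes named here from the sheet were chosen after their values were seen.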

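Results are given for 7 genes, with IL1 taken as IL1A and IL1B. The study's primer list and the biomarker sheet used here name IL1B and not IL1A. IL1A was therefore added here, and it is counted among the 7. All 7 had a higher mean in the arrays labelled anti-miR-503 than in the control arrays, and 5 of them passed the 2-fold threshold. SPP1, which encodes the secreted phosphoprotein osteopontin, had the largest difference. Its log2 signal was 5.94, 12.02 and 9.40 in the 3 control arrays and 11.03, 15.65 and 15.30 in the 3 anti-miR-503 arrays, a log2 fold change of 4.88 (standard error 1.59, adjusted p = 0.756 from limma). The neutrophil chemoattractant CXCL8 had 5.50 ± 0.38 (SD, n = 3) in the controls and 7.84 ± 2.09 (SD, n = 3) in the anti-miR-503 arrays, and the cytokine IL1B 8.26 ± 0.98 (SD, n = 3) and 11.14 ± 2.37 (SD, n = 3). For IL6 the log2 fold change was 1.98 (standard error 0.47) and for the ribonuclease ANG 1.40 (standard error 0.40). CXCL8, IL6 and ANG were not above the background of any control array, so their fold changes can be understated. IL1A, with a log2 fold change of 2.10 (standard error 1.01), and the matrix protein FN1, with 0.94 (standard error 0.40), did not pass the threshold. In 5 of the 7 genes, IL1A among them, anti-miR-503 replicate 1 lay below the highest control array.

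**Figure D2:**
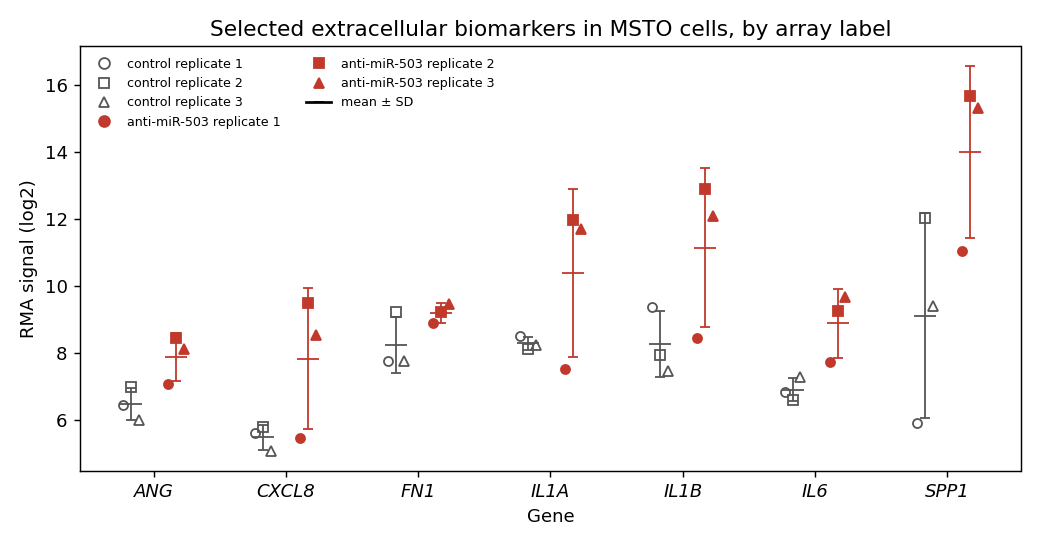
RMA signal on the log2 scale (vertical axis) of these 7 genes (horizontal axis) in each control array (open grey symbols) and each array labelled anti-miR-503 (filled red symbols), with the mean ± SD of each group. For SPP1, anti-miR-503 replicates 2 and 3 sit at 15.65 and 15.30, and replicate 1 at 11.03 lies below control replicate 2 at 12.02.

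The study chose these genes, IL1A apart, on these arrays, so their direction is not independent evidence. Without anti-miR-503 replicate 1, CXCL8, IL1A, IL1B and IL6 passed an adjusted p under 0.05 from limma, CXCL8 with a log2 fold change of 3.51 (standard error 0.36, adjusted p = 0.0157), whereas SPP1 with 6.36 (standard error 1.40, adjusted p = 0.0868), ANG (adjusted p = 0.0546) and FN1 (adjusted p = 0.313) did not. The number past the 2-fold threshold was 7 without this array, 3 without control replicate 3, 2 without anti-miR-503 replicate 2 or replicate 3 and 2 by the unpaired t test. The log2 fold change of SPP1 was 3.29 and 6.33 without control replicates 1 and 2 and 4.05 and 4.22 without anti-miR-503 replicates 2 and 3, and that of CXCL8 was 1.51 without anti-miR-503 replicate 2. From its biomarker analysis the paper takes these genes, IL1A apart, as downregulated by miR-503 inhibition. It selects them for their link to MM and their extracellular location.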

Their expression was validated by q-PCR in MM cell lines after miR-503 inhibition and the results confirmed their downregulation (Fig. 3D). However, in vivo analysis on human mesothelioma samples confirmed a reverse expression of CXCL8, SERPINE1, and Osteopontin, while the expression values were not confirmed for the remaining genes (Fig. 3E). Interestingly, the putative biomarkers whose expression was confirmed in both cells and in human samples are known to be associated to MM. According to these results, IHC analysis of mouse tumor tissues, confirmed that miR-503 inhibition was able to significantly reduce their expression (Fig. 3F).

## Discussion

Asbestos exposure is known to be the main carcinogen involved in mesothelioma development. Despite the poor efficacy of drug treatments in MM, the use of platinum compounds combined with other drugs is considered the first-line therapy. However, the development of drug resistance remains the major challenge in chemotherapy.

In the latest years different miRNAs have been considered as novel cancer drug targets also in MM [33]. These miRNAs, by acting as oncogenic or as tumor suppressor are able to inhibit tumor growth [34]. Recently, different therapeutic strategies are based on the use of miRNAs as novel tools to treat cancer, and different miRNAs have been tested in phase I and II clinical trials [4]. In addition, miRNAs are currently considered more attractive tumor targets since their deregulation has been associated to platinum drug sensitivity and to the development of tumor chemoresistance also in MM [35].

In the present study we investigated if the efficacy of CDDP/P combined treatment in MM was related to specific miRNA deregulation. We identified miR-503 that acts as an oncomiR, as the molecular player involved in the cancer growth inhibition triggered by this treatment.

miR-503, is a member of the miR-16 family, which includes other 5 members (miR-15a/b, miR-16, miR-195, miR-424, and miR-497) [36] that can act as oncogene or tumor suppressor depending on the cellular context [37, 38]. For example, in MM miR-16 acts as tumor suppressor [10] while miR-503 displays different functions depending on cancer or cell type. It is upregulated in different human cancers while in others, such as colon cancer, it has an oncogenic role and confers platinum resistance [39].

Our results showed that inhibition of miR-503 expression in vitro induced apoptosis and reduced cancer properties in two different mesothelioma cell lines and that similar effects were detected also in Mes2 cells that does not respond to the CDDP/P combined treatment.

The anticancer efficacy of miR-503 inhibition was evaluated in vivo in an ectopic mouse model of MM using LNPs to encapsulate and deliver anti-miR-503. LNPs were chosen as they are the most effective and safe delivery system being also used in humans for drugs and vaccine delivery [40].

In vivo results confirmed the oncogenic role of miR-503 in MM since in mice intravenous injection of LNPs containing anti-miR-503 significantly reduced tumor growth and determined apoptotic increase. Interestingly, the reduction in tumor growth in vivo was independent from the proliferation activity of tumor cells, since Ki67 score was not changed in treated animals respect to the control. Indeed, it was completely dependent on apoptosis, thus confirming the in vitro data.

Further investigation of miR-503 expression in MM tumor samples showed that it was upregulated in the tumor tissues compared to the normal ones, suggesting that it could be involved also in vivo in MM progression.

Beyond the oncogenic role of miR-503 in MM, we wondered if this miRNA could target genes linked to cell proliferation. To this aim we leveraged the biomarker genes deregulated in MM previously reported by our group [22], focusing our attention to downregulated genes associated to cell proliferation and apoptosis. Among them, seven putative genes were selected: BTG1, CCNG1, DMD, EDG1, SEMA3G, SYNPO2, TIMP2. However, q-PCR analysis after miR-503 inhibition in MM cells confirmed the inverse expression only for BTG1, CCNG1 EDG1 and TIMP2. According to this, we found that the 3’UTR regions of these genes showed a match with the miR-503 seed sequence.

In addition, expression analysis of these genes in human MM samples confirmed their inverse regulation compared to miR-503. Their expression was further confirmed at protein level in both ectopic treated tumor samples and in human MM tissues. These results reinforce the oncogenic role of this miRNA in mesothelioma.

The expression of the putative miR-503 target genes strongly correlates with tumor growth, and, except for TIMP2, they have never been associated with MM.

BTG1 is a tumor suppressor gene that inhibits cell proliferation and whose decreased expression is associated with malignant progression and poor prognosis [41].

CCNG1 and EDG1 both show a dual role in cancer since they can positively or negatively regulate cell growth. The cyclin gene CCNG1 has been reported downregulated and related to a worse overall survival in several cancers [42].

The G protein-coupled receptors encoded by EDG1 is involved in several processes such as cell survival, migration, and angiogenesis. EDG1 decreased expression has been linked to poor prognosis in breast and lung cancer [43].

Decreased expression of TIMP2 in MM has been associated with tumor progression and low survival [44]. TIMP2 encodes endogenous inhibitor of the matrix metalloproteinases that plays a key role in the maintenance of tissue homeostasis. An imbalance between matrix metalloproteases and their endogenous inhibitors leads to degradation of extracellular matrix and promotes tumor invasion and metastasis [45].

The identification of putative miR-503 target genes never described in MM prompted us to investigate if miR-503 deregulation could be linked to the expression of specific MM biomarkers. To this aim, we analysed the transcriptomic perturbations in MSTO cells after its inhibition. Functional analysis confirmed the role of miR-503 since deregulated genes were mainly associated to cell death and proliferation. Subsequent biomarker analysis retrieved 42 putative biomarkers, among which we selected downregulated genes with an extracellular location and previously associated to MM: ANG, CXCL8, FN1, IL1, IL6, SERPINE1 and Osteopontin. Their expression was confirmed in MM cell lines after miR-503 inhibition, while in human mesothelioma tissues we found a reverse expression only for CXCL8, Serpine1, and SPP1 compared to the cells. IHC on mouse treated tumor samples confirmed their downregulation. These results are very striking since all these biomarkers are known to be associated to MM.

In this study we described a novel role of miR-503 in MM that acts as possible mediator of tumor growth both in vitro and in vivo, and reported for the first time an oncogenic role for a member of miR-16 family in MM.

## Conclusions

miRNAs regulate a wide range of cellular processes such as stem cell maintenance, hematopoiesis, proliferation, and differentiation but they also are involved in tumorigenesis. In cancer, miRNAs can play a dual role acting as oncomiR or tumor suppressor, through regulation of the expression of genes encoding tumor suppressor proteins [5, 7].

Our study suggests as an important oncogenic role for miR-503 which is closely involved in tumor growth and metastasis in MM.

Our results indicate that cisplatin combined to piroxicam in MM can act through specific miRNAs modulation. The relevance of our study is remarkable due to the expected increase of MM diagnosis in the near future and to date no cures are available.

The novelty of our study consists in combining the use of a therapeutic miRNA in MM with a safe delivery system, two aspects that have reached high levels of safety, being routinely approved for different applications. In the future, understanding how miR-503 inhibition achieves its anticancer effects could reveal new therapeutic strategies for MM treatment.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

Transcriptomics data generated were deposited in Gene Expression Omnibus (GEO) repository with the accession number GSE269532.

## Abbreviations

CDDP: Cisplatin
LNP: Lipid Nano Particles
MM: Malignant mesothelioma
P: Piroxicam

# Supplementary material for: miRNA-503 inhibition exerts anticancer effects and reduces tumor growth in mesothelioma
**Source:** J Exp Clin Cancer Res. 2025 Feb 22;44:65. doi: 10.1186/s13046-025-03283-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary File**

**Methods**

1. **LNPs characterization**

The mean size, population distribution (PI) and superficial charge (ζ) of LNPs-anti-miR-503 were performed by dynamic light scattering after samples dilution (1:100 v/v) by Nanosizer Ultra (Malvern, UK). Results analyses were calculated as the mean of measures carried out on at least three different batches (n=3).

The amount of anti-miR-503 encapsulated into the LNPs was determined spectrophotometrically. Briefly, an aliquot of the LNPs formulation was dissolved in methanol (1:100 v/v) and samples were centrifugated for 30 min at 13000 rpm (MIKRO 20; Hettich, Tuttlingen, Germany). The supernatants were analyzed by UV (UV-1800, UV Spectrophotometer) at the wavelengths of 260 nm. The amount of anti-miRNA loaded into the nanocarriers was expressed as anti-miRNA encapsulation efficiency (EE %), calculated as % ratio between anti-miRNA actual loading and anti-miRNA theorical loading in formulation (nmol of anti-miRNA/mg of total lipids). For each formulation, the results were calculated as the mean of the measures obtained in three different batches (n=3).

As shown below, empty LNPs, prepared without anti-miR-503 had a mean diameter of about 106.5 nm and a negative superficial charge of -27.1 mV. The encapsulation of anti-miR-503 did not influence vesicles size that results of about 102 nm. All the formulations were characterized by a narrow size distribution with a PI < 0.2 and a negative zeta potential (ZP) (about -30 mV).  Finally, the actual loading of anti-miRNA-503 was 25.4 nmol for mg of total lipids, corresponding to an anti-miRNA encapsulation efficiency of about 92 %.

| **Formulation** | **Diameter**  **(nm) ± SD** | **PI ± SD** | **ZP**  **(mV ± SD)** | **anti-miR-503 theoretical loading (nmol/mg lipids)** | **anti-miR-503**  **actual loading (nmol/mg lipids) ± SD** | **EE**  **(% ±  SD)** |
| --- | --- | --- | --- | --- | --- | --- |
| **LNP** | 106.5 ± 1.6 | 0.1 ± 0.01 | -27.1 ± 2.0 | - | - | - |
| **LNP  1** | 102.0 ± 4.3 | 0.1 ± 0.01 | -30.2 ± 0.4 | 27.5 | 25.4 ± 0.3 | 92.3 ± 1.0 |

1. **Gene primer sequences used for q-PCR analysis:**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| ANG | CCC GTT TCT GCG GAC TTG T | GCC CAT CAC CAT CTC TTC CA |
| BTG1 | GCT GGC AGA ACA TTA TAA ACA TCA CT | GGT AAC CCG ATC CCT TGC A |
| CCNG1 | TGC AAC TGT ATT ATT CAC TCC TTC AAG | CCT TCA GTT GAG CTT CTA GTC TTT CA |
| CXCL8 | TGT CTG GAC CCC AAG GAA AA | CTC AGC CCT CTT CAA AAA CTT CTC |
| EDG1 | GAG CGA GGC TGC GGT TT | GGT GGT TCG AGT GAT CCA |
| FN1 | CGA GGA GAG TGG AAG TGT GAG A | GGT AAA CAG CTG CAC GAA CAT C |
| GAPDH | CAA GGC TGT GGG CAA GGT | GGA AGG CCA TGC CAG TGA |
| IL1B | CAG GCT GCT CTG GGA TTC TC | CAT GGC TGC TTC AGA CAC TTG |
| IL6 | CCT GCA GAA AAA GGC AAA GAA | CAG GCT GGC ATT TGT GGT T |
| Serpine 1 | AGC CAC TGG AAA GGC AAC AT | GGA GAA CTT GGG CAG AAC CA |
| SPP1 | GTT TCG CAG ACC TGA CAT CC | TCC TCG CTT TCC ATG TGT GA |
| TACC1 | GCA AGC CGA GAC CAA ATC C | AGC TTC AGG AGT CTC AAA ATT ACC TT |
| TIMP2 | CCA AGC AGG AGT TTC TCG AC | GAC CCA TGG GAT GAG TGT TT |

**Results**

**
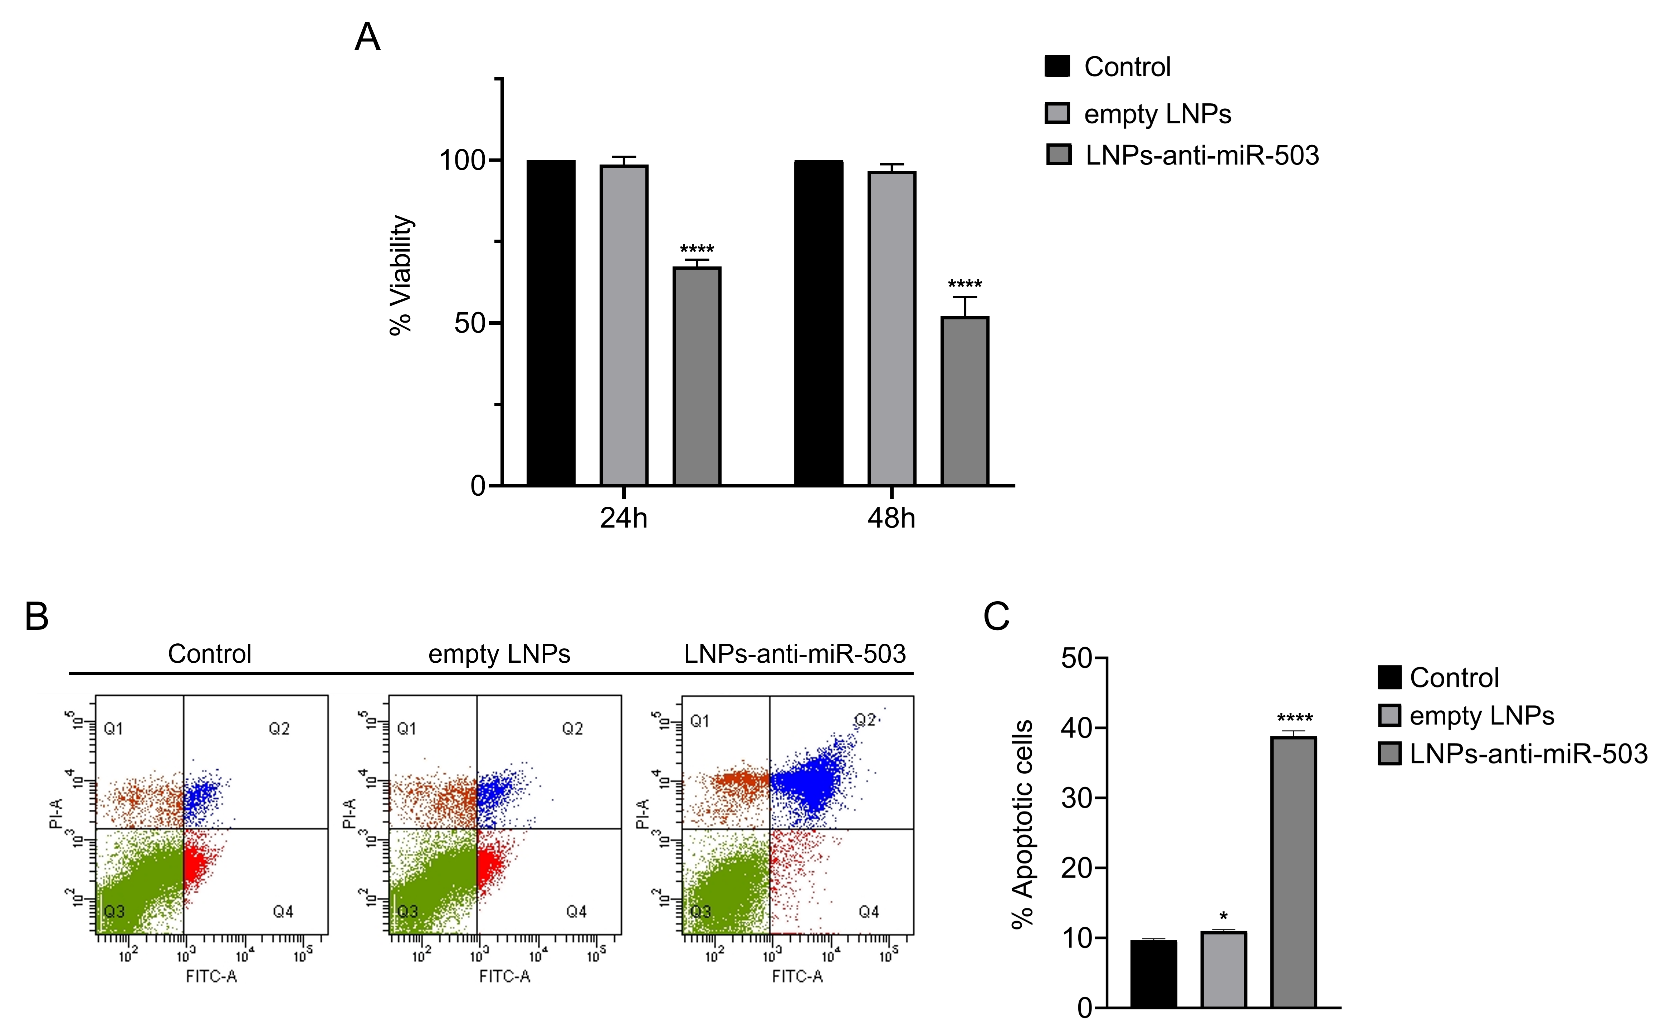
**

**Figure S1.**

**LNPs preserved the biological activity of anti-miR-503. A** MSTO cells were treated with LNPs empty or loaded with anti-miR-503 for 24 and 48 hours. 24 hours of treatment with LNPs-anti-miR-503 determined a reduction in cell viability of 33% while 48 hours determined a reduction of 48%, confirming that 48 hours was the best treatment time also fot LNPs miRNA delivery. The safety of the empty LNPs was confirmed by the absence of cytotoxicity (1% and 5% at 24 and 48 hours of treatment respectively). **B** FACS analysis confirmed the apoptosis rate in MSTO cells treated with loaded LNPs for 48 hours compared to empty LNPs. **C** Histograms report a data summary of the apoptotic index of LNPs-anti-miR-503 treated cells (11% and 39% in cells treated with empty or loaded LNPs respectively) compared to untreated cells (Control). Data are presented as the mean *±* SD of at least three independent experiments (n = 3). * p = 0.01, **** p < 0.0001 vs. control.

**
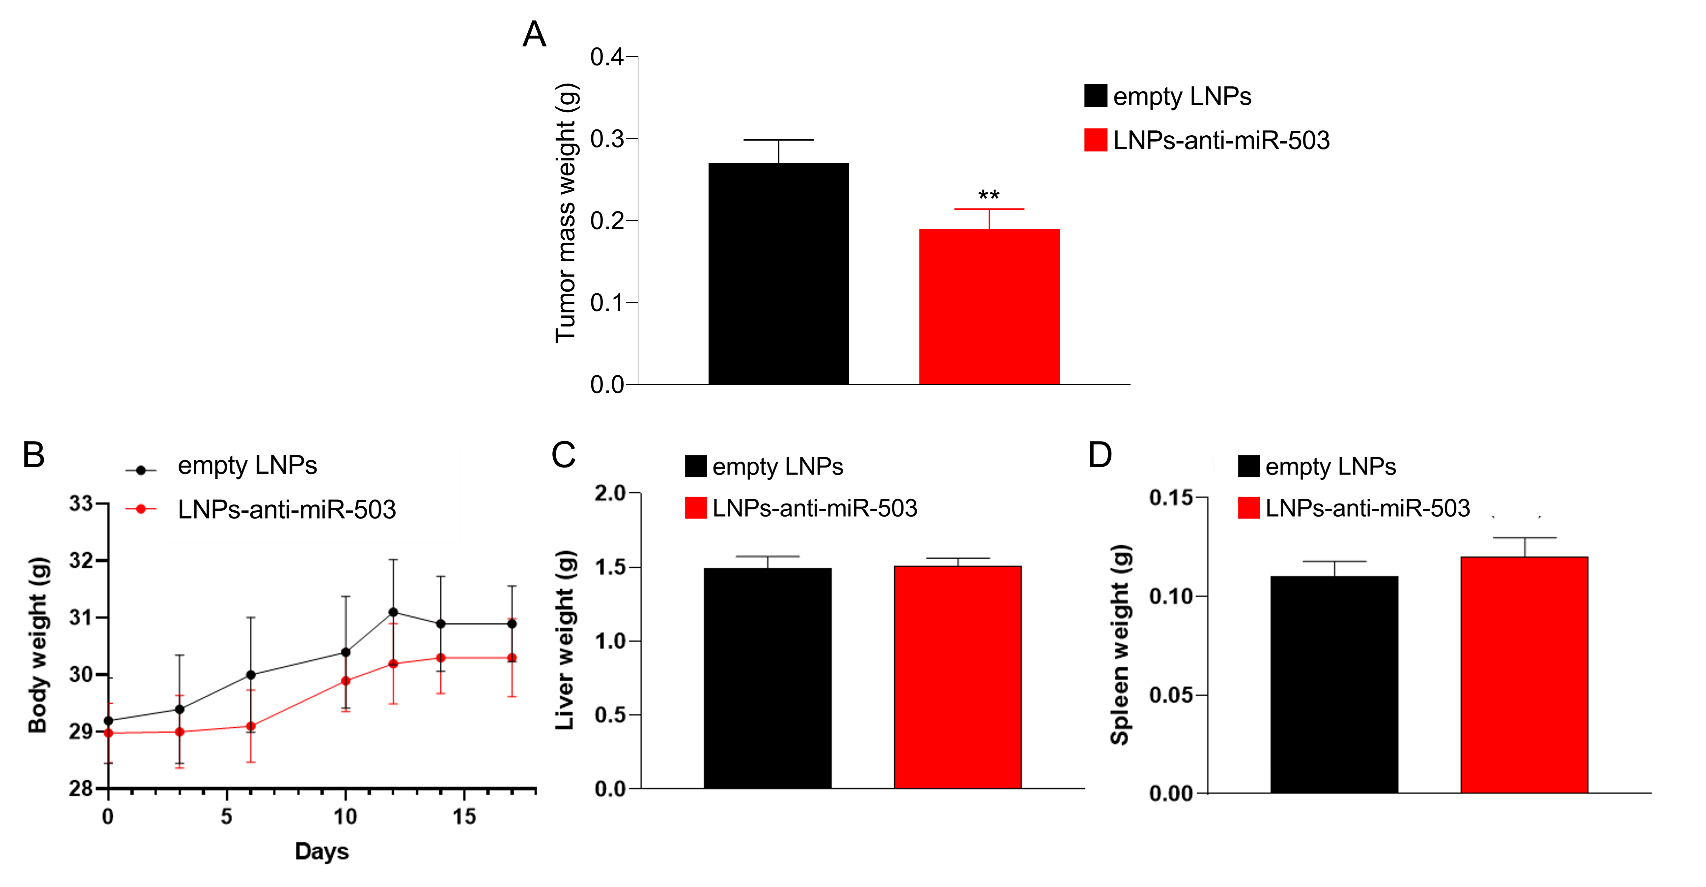
**

**Figure S2.**

***In vivo* anti-miR-503 anticancer activities.**

**A** Histogram reporting the weight of the tumor masses from xenograft mouse model of MM. **B** mice body weight of both experimental groups recorded from the beginning of the experiment at the day of treatments. **C** and **D** Livers and spleens weight indicate the good tolerance of the delivery system. Data show the means ± SEM of livers and spleens weight respectively for each experimental group.

* p< 0.05; ** p< 0.01; *** p< 0.001; **** p< 0.0001.

empty LNPs

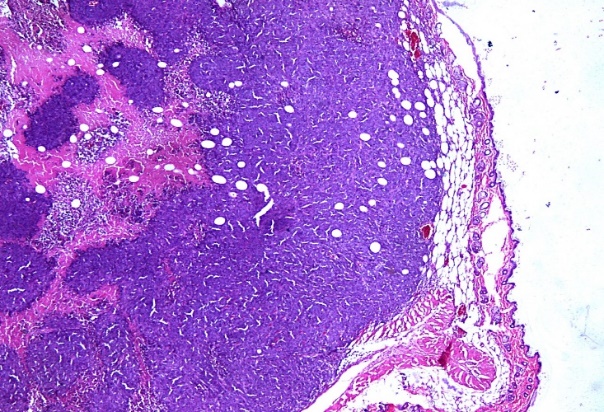

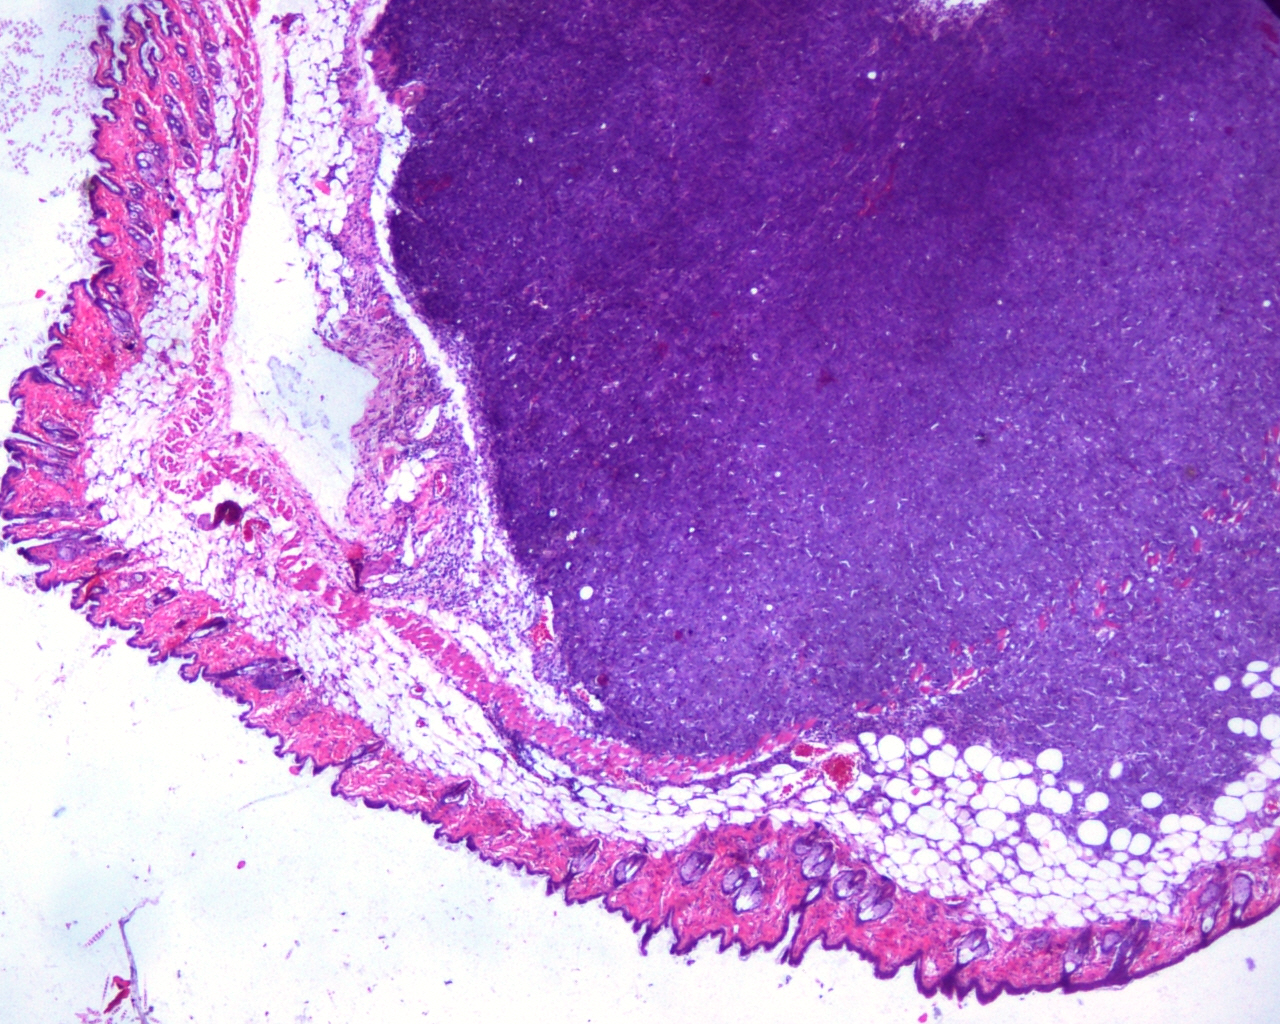

LNPs-anti-miR-503

**Figure S3.**

Histopathological analysis of necrosis in ectopic tumors. Hematoxylin/eosin staining of mice tumor tissues indicate that LNPs-anti-miR-503 caused partial substitution of the tumor tissue by calcified and necrotic tissue (original magnification 20X). Representative image of tumor treated with empty or LNPs-anti-miR-503 is shown.

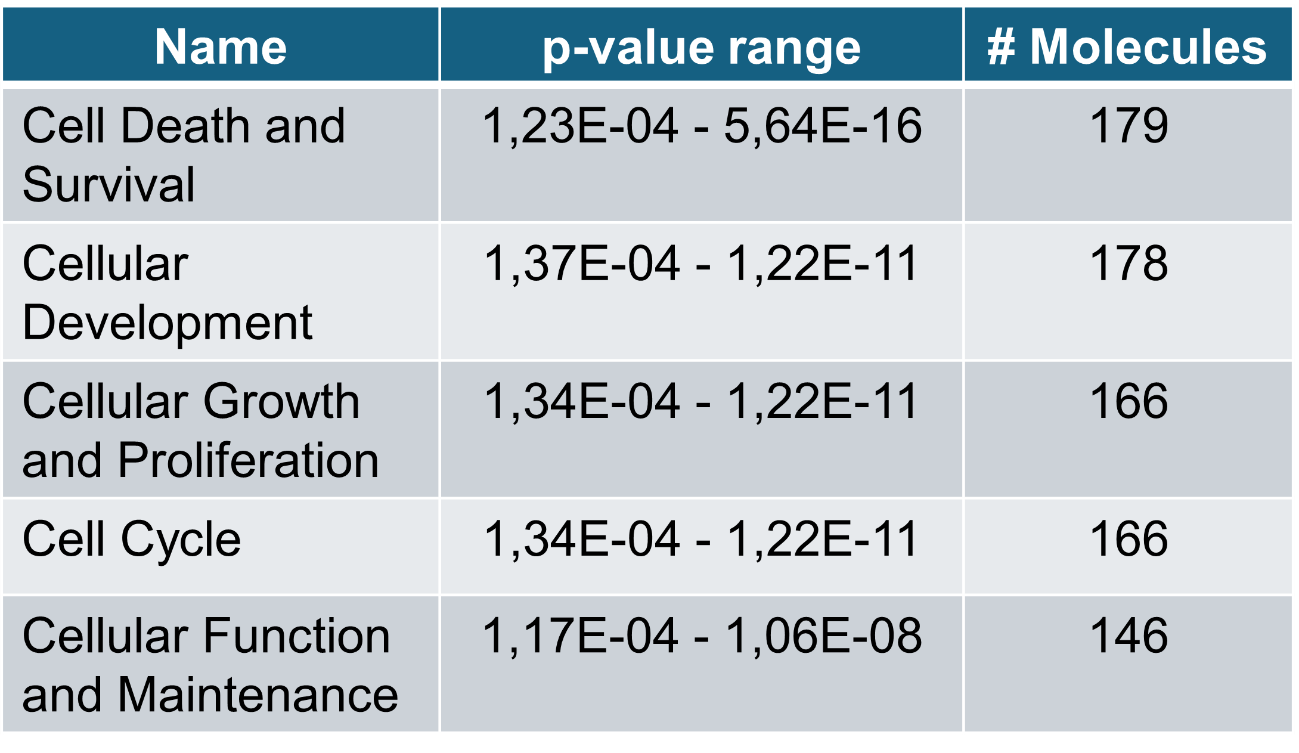

**Figure S4.**

IPA top “Molecular and Cellular Functions”. Functional annotation of DEG genes after miR-503 inhibition indicates that most of them are associated to cell death and proliferation.

How the deposited data were processed for this re-analysis (not part of the article)

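The 6 arrays measured RNA of the mesothelioma cell line MSTO-211H, 3 labelled as control and 3 as treated with the miR-503 inhibitor for 48 h, each from 100 ng of RNA on a Clariom S array. The authors processed the arrays with TAC (given in the methods as TAC 4.0 and as software version 3.1.0.5) by RMA and deposited 1 log2 signal per transcript and array, with background correction, quantile normalization between arrays and probe summarization already applied. The deposited log2 values were used without further normalization. All 3 array columns of each group were mapped to a condition and replicate through the labels. The labels and the paper differ on what the controls received, as given with the data.

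Control rows of the array (2903 of 24351) were left out and 21448 rows were tested. Gene names came from the platform annotation (17709 rows with 1 symbol, 0 with several), checked through gene identifiers against the RefSeq annotation of GRCh38.p14, which changed no symbol, and for 7 rows from the probe identifiers in Table S2. For a symbol with several rows (20 symbols), the row with the highest mean over the 6 arrays stood for the gene. Genome positions are not printed because the annotation build of the array is not given in the sources used here. Background was taken as the 95th percentile of the negative control rows of the same array (7.44 to 8.09 on the log2 scale), which 40.3% to 43.6% of the rows tested exceeded. Arrays have no read depth, and their number limits the precision.

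The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all rows. The second threshold was an unadjusted p of 0.05 or less with at least a 2-fold change. Of 24 gene lists, each was compared with all other named genes by camera at an inter-gene correlation of 0.01, with adjustment over the lists, and beside it with an estimated correlation and by fry, which asks whether the genes of a list move on balance one way and compares them with no other genes. Of the 24 lists, 11 passed an adjusted p under 0.05 with the preset correlation, 0 with an estimated one and 0 by fry. The lists, their tests and the alternatives, the biweight averages below apart, were set before the array values were examined, and after the paper's tables had been read. The tests of direction, of an exchange with a control array, of leukocyte RNA and of transfection were written after results had been seen. Named genes are those the paper names, the 12 with the largest change in each direction among genes whose groups did not overlap (at an unadjusted p of 0.05 or less, since fewer than 5 passed the adjusted threshold), and up to 4 members of each list past the 2-fold threshold with the smallest p, or 2 where none passed. Other genes of the biomarker sheet are named outside this rule, chosen after their values, in the paper's table and on the arrays, had been seen.

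Alternatives were a variance trend with robust estimation, an unpaired t test on the same values, leaving out rows below the median level, 1 row per named gene, a second quantile normalization, centring on the array median, array weights, the replicate number as a block, other thresholds and leaving out each array. The paper's statistics section gives this t test for 2 groups, whereas its primary analysis of the arrays was done with TAC. Group averages by Tukey's biweight (constant 5, epsilon 1e-04) were added after the values and the study's fold changes had been seen. They were found by trying which averages of the arrays, subsets of the arrays included, give the study's fold changes. The procedures were tested on simulated data with the variance that limma moderates for each real row, equal in both groups and independent between rows. The changed rows were drawn from those at or above the median level, and all treated arrays were changed alike. Of 50 rows changed by 1 on the log2 scale, 16% passed the adjusted threshold, and of 50 changed by 2, 92% did, over 21448 rows. Of the 21248 rows left unchanged in this simulation, 10 passed the adjusted and 143 the 2-fold threshold. In the real data anti-miR-503 replicate 1 lay with the controls, so these shares do not give the power of the real comparison. An analysis of seed matches in 3' untranslated regions was planned only for the case that such sequences were used, and was not run. Results of some genes are not reported here. The q-PCR, IHC and small RNA sequencing data of the study were not analysed here. Figures were drawn with matplotlib 3.10.9.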

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

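Of the lists that the paper does not discuss as sets, 7 had a camera test past its threshold with higher values in the arrays labelled anti-miR-503 than in the control arrays. Some of their members are genes that the study chose on these arrays. Among members past the 2-fold threshold, these were 5 of 10 NF-kB targets, 2 of 7 hypoxia genes and 1 of 3 matrix genes. For these members the direction is not independent evidence. The tests of NF-kB targets against leukocyte RNA and transfection were chosen after the results had been seen, and the test on leukocyte markers after that list's camera result was known. The median log2 fold change was 0.93 for NF-kB targets and inflammatory cytokines, 0.65 for hypoxia and glycolysis genes, 0.65 for ERK feedback and immediate early genes, 0.44 for interferon-stimulated genes, 0.42 for unfolded protein response genes, 0.37 for NRF2 target genes and 0.24 for matrix, invasion and EMT genes. None of the 7 passed with an estimated correlation or with fry. The call on unfolded protein response genes was lost without control replicate 3 (adjusted p = 0.178) and without anti-miR-503 replicate 2 (adjusted p = 0.284). That on matrix, invasion and EMT genes was lost without control replicate 3 (adjusted p = 0.0908) and without anti-miR-503 replicate 2 (adjusted p = 0.0984), and that on ERK feedback genes without control replicate 2 (adjusted p = 0.308), without anti-miR-503 replicate 2 (adjusted p = 0.118) and without anti-miR-503 replicate 3 (adjusted p = 0.103). The call on NRF2 targets was lost without control replicate 1 (adjusted p = 0.143), without control replicate 3 (adjusted p = 0.0544) and without anti-miR-503 replicate 1 (adjusted p = 0.116). Of medians that moved by over 1.5 times with the call kept, those without anti-miR-503 replicate 1 were 1.44 for NF-kB targets, 1.10 for ERK feedback genes and 0.68 for interferon-stimulated genes. Interferon-stimulated genes were at 0.71 without control replicate 3, NRF2 targets at 0.59 without control replicate 2 and unfolded protein response genes at 0.18 without anti-miR-503 replicate 3.

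The NF-kB targets were weighed further. Their median against the controls was 1.47 and 1.36 on the log2 scale in anti-miR-503 replicates 2 and 3 and 0.27 in replicate 1, while each control against the other controls lay between -0.081 and 0.077. RNA of leukocytes is argued against by 0 of 14 leukocyte markers above background on more anti-miR-503 than control arrays, and 0 were above it on any array. This test is coarse, since the background lies at 7.44 to 8.09, and the macrophage glycoprotein CD68, outside the list, was higher. Transfection of the arrays labelled anti-miR-503 alone stays open: replicate 1 at 0.27 lies above every control, as transfection predicts, but so does miR-503 inhibition, and what the controls received is not settled. Interferon-stimulated genes were first considered for the same test and left out of the pattern once values were seen. They were at 0.60 in control replicate 3 against the other controls. In anti-miR-503 replicates 1 and 3 they were at 0.40 and 0.37 against all controls, a different reference, so these values do not rank the arrays.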

How the results depend on the processing

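All alternatives here were set before the data were examined except the Tukey biweight averages, chosen after the values and the study's fold changes had been seen. Where a value changed, the cause was not tested. Over the alternatives, single genes kept direction and side of the threshold in 1161 comparisons, lost the threshold in 124, newly passed it in 22 and changed sign in 16, and gene lists kept both in 310, lost the threshold in 46, newly passed it in 14 and changed sign in 14. Counts past the 2-fold threshold stayed within 1.5 times in 15 comparisons and moved further in 15, and counts at an adjusted threshold compared 0 with 0, which says nothing of stability, in 32 of 34. Of 55 named genes past the 2-fold threshold, 43, 43 and 48 stayed past it in the same direction without control replicates 1, 2 and 3, and 54, 33 and 30 without anti-miR-503 replicates 1, 2 and 3. Rows at least 2-fold higher and lower were 38 and 55 by the unpaired t test, 118 and 123 without rows below the median level, which tests fewer rows, and 342 and 411 with array weights, and 0 rows passed after Benjamini-Hochberg by the unpaired t test. Between 40.3% and 43.6% of rows were above background, and folds of rows below it are bounded by it.

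The replicate number as a block gave 197 higher and 228 lower, with 0 at an adjusted p under 0.05. Samples of the same number had correlations of -0.10, 0.21 and 2.9e-05 of their deviations, and not every sample correlated best with its own number. The values thus give no sign that the numbers pair the samples. With 3 arrays per group they cannot exclude a pairing. The block ended the call on amino acid response genes (adjusted p = 0.0631) and no other list call.

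Of the gene lists whose call or sign changed, the median log2 fold changes, with adjusted p in parentheses, were 0.93 (0.481) for NF-kB targets and inflammatory cytokines, 0.44 (0.481) for interferon-stimulated genes, 0.33 (0.541) for pro-apoptotic genes, 0.42 (0.541) for unfolded protein response genes, -0.20 (0.481) for amino acid response genes, 0.65 (0.481) for hypoxia and glycolysis genes, 0.24 (0.481) for matrix, invasion and EMT genes, 0.37 (0.541) for NRF2 target genes, -0.33 (0.481) for RNA splicing factors, 0.65 (0.541) for ERK feedback and immediate early genes and 2.12 (0.481) for extracellular MM biomarkers selected by the paper in camera with an estimated correlation. They were 0.93 (0.461) for NF-kB targets and inflammatory cytokines, 0.44 (0.461) for interferon-stimulated genes, 0.33 (0.501) for pro-apoptotic genes, 0.42 (0.501) for unfolded protein response genes, -0.20 (0.461) for amino acid response genes, 0.65 (0.461) for hypoxia and glycolysis genes, 0.24 (0.461) for matrix, invasion and EMT genes, 0.37 (0.582) for NRF2 target genes, -0.33 (0.461) for RNA splicing factors, 0.65 (0.582) for ERK feedback and immediate early genes and 2.12 (0.461) for extracellular MM biomarkers selected by the paper in fry. They were 0.33 (0.129) for pro-apoptotic genes, 0.42 (0.0993) for unfolded protein response genes, -0.20 (0.396) for amino acid response genes, 0.24 (0.143) for matrix, invasion and EMT genes, 0.37 (0.0993) for NRF2 target genes and 0.65 (0.129) for ERK feedback and immediate early genes on the unpaired t test. They were 0.15 (0.0312) for anti-apoptotic genes, -0.22 (0.0700) for amino acid response genes and -0.51 (0.468) for endothelial and fibroblast markers (the value of PDGFRB, with members such as DPT left out) without rows below the median level. They were -0.30 (0.0472) for G1/S cyclins and DNA replication genes with a variance trend and robust estimation. They were -0.27 (0.0410) for G1/S cyclins and DNA replication genes and 0.0017 (0.600) for housekeeping genes with median centring. They were -0.20 (0.0631) for amino acid response genes with the replicate block. They were 0.22 (0.0950) for NRF2 target genes and -0.40 (0.0181) for cholesterol synthesis genes with array weights.

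Single genes changed sign to -0.029 for SEMA3G with Tukey biweight group averages, -0.43 for CCND2 with Tukey biweight group averages, -0.13 for MKI67 with array weights.

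Leaving out each array in turn gave ranges of 0 to 77 for genes higher at adjusted p under 0.05, 0 to 77 for genes lower at adjusted p under 0.05, 81 to 519 for genes at least 2-fold higher at p of 0.05 or less, 82 to 818 for genes at least 2-fold lower at p of 0.05 or less, -0.29 to -0.016 for BMP and SMAD response genes, 0.18 to 0.48 for pro-apoptotic genes, 0.040 to 0.29 for anti-apoptotic genes, -0.59 to 0.18 for G1/S cyclins and DNA replication genes, -0.84 to 0.86 for mitotic genes, 0.18 to 0.52 for unfolded protein response genes, -0.32 to -0.11 for amino acid response genes, 0.11 to 0.36 for matrix, invasion and EMT genes, -0.13 to 0.023 for mesothelial identity genes, -0.017 to 0.28 for published targets of miR-503 and the miR-15/16 family, 0.11 to 0.59 for NRF2 target genes, -0.41 to 0.083 for cholesterol synthesis genes, 0.25 to 1.10 for ERK feedback and immediate early genes, -0.062 to 0.19 for endothelial and fibroblast markers, -0.068 to 0.37 for genes the paper tested as miR-503 targets, -0.068 to 0.37 for SEMA3G, -0.33 to 1.36 for CCND2, -0.010 to 0.59 for BCCIP, -0.30 to 0.032 for CDC42, -0.25 to 0.53 for CDKN1A, -0.81 to 0.79 for MKI67, -0.52 to 1.93 for PTTG1, -0.72 to 1.95 for CDC20.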

Differences from the paper's values

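On the direction of control over anti-miR-503, no count set beside the paper's differed by more than 1.5 times, and 0 of the 38 fold changes of the biomarker sheet compared here differed from the paper's by more than the larger of the group SDs on the log2 scale. The differences of CPS1, HDAC1 and PTGER4 exceeded the pooled SD of the groups. Both sets of folds come from the same arrays, so the spread of the replicates does not measure their gap. This comparison therefore cannot show agreement. In absolute size the paper's fold was the larger for every gene compared except ITGB4. The paper's text gives no threshold for the arrays, so the 2-fold threshold used here may not be its own. With the Tukey biweight averages below, this threshold and the limma p gave both of the paper's counts. The paper reports 264 upregulated and 238 downregulated genes, and 196 rows higher and 187 lower in the control arrays were counted here. Of the 14 alternatives set before the data were examined, 4 gave both counts within 1.5 times of the paper's, a variance trend with robust estimation, the replicate block, and leaving out control replicate 2 or control replicate 3. Tukey biweight averages gave 264 and 238. They were chosen after seeing the values, by trying which average gives the study's fold changes, and they drop 33 of the 438 matched genes of Table S2, where means of all arrays drop 174 and leaving out anti-miR-503 replicate 1 drops 61. They call 40 of the 40 biomarkers used here, array weights 36 and leaving out anti-miR-503 replicate 1 39, against 32 with all arrays.

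By array label the direction opposes the paper's. The paper states that its biomarkers are all lower after miR-503 inhibition, whereas 35 of 40 were higher and 5 lower in the arrays labelled anti-miR-503, and Table S2 itself gives 5 of the 40 a positive sign. Osteopontin (SPP1) had a fold change of -29.4 as control over anti-miR-503, where Table S2 of the paper gives -77.72 from the same arrays. The difference was within the larger of the group SDs on the log2 scale, which does not measure it. Leaving out 1 array gave SPP1 folds of -9.75 and -80.4 without control replicates 1 and 2, -82.1, -16.5 and -18.7 without anti-miR-503 replicates 1, 2 and 3, and -32.4 without control replicate 3, and the Tukey biweight averages, chosen after seeing the values, gave -77.7.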

Other observations

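Counts of the lists that follow are at the 2-fold threshold, with fold changes of the arrays labelled anti-miR-503 over control. Matrix, invasion and EMT genes gave 3 higher and 0 lower of 30 (median 0.24, camera, adjusted p = 0.0172; adjusted p = 0.481 with an estimated correlation), among them the EMT transcription factor SNAI2 with 1.61 (standard error 0.33) and the integrin gene ITGA2 with 1.29 (standard error 0.50), and 1 of the 3 past the threshold is in the study's biomarker sheet. When adjusted over the list alone, 1 of them was higher, and 0 members of the other lists named in this part passed. ERK feedback and immediate early genes gave 2 higher and 0 lower of 20 (median 0.65, camera, adjusted p = 0.00711; adjusted p = 0.541 with an estimated correlation), namely SPRY1 with 1.17 (standard error 0.38) and DUSP5 with 1.98 (standard error 0.51). Unfolded protein response genes gave 0 higher and 0 lower of 19 (median 0.42, camera, adjusted p = 0.0207; adjusted p = 0.541 with an estimated correlation), with values of 0.97 for MANF and 0.87 for DDIT3. SPRY1 and MANF were not above the background of any control array. Amino acid response genes gave 0 higher and 2 lower of 20 (median -0.20, camera, adjusted p = 0.0340; adjusted p = 0.481 with an estimated correlation), namely the gluconeogenic enzyme PCK2 with -1.25 (standard error 0.38) and the glycine transporter SLC6A9 with -1.23 (standard error 0.41), and this call was lost without control replicate 1 (adjusted p = 0.218), without control replicate 2 (adjusted p = 0.0985) and without anti-miR-503 replicate 1 (adjusted p = 0.134), while the median was -0.32 without control replicate 3. YAP and TEAD targets gave 1 higher and 0 lower of 20 (median -0.061, camera, adjusted p = 0.381), the kinase gene NUAK2 with 1.23 (standard error 0.49). Mesothelial identity genes gave 0 higher and 0 lower of 18 (median -0.077, camera, adjusted p = 0.789), with values of 0.86 for KRT19 and 0.61 for CALB2, and cholesterol synthesis genes 0 higher and 0 lower of 15 (median -0.26, camera, adjusted p = 0.159), with -0.69 for DHCR7 and -0.79 for IDI1. The cholesterol list passed downwards without control replicate 1 (adjusted p = 0.0249), control replicate 3 (adjusted p = 0.0239) and anti-miR-503 replicate 1 (adjusted p = 0.0279), and its median was 0.083 without control replicate 2. Leukocyte markers gave 0 higher and 0 lower of 14 (median 0.14, camera, adjusted p = 0.135), with 0.53 for MS4A1 and -0.54 for CD14, endothelial and fibroblast markers 0 higher and 0 lower of 12 (median 0.077, camera, adjusted p = 0.701), with 0.37 for DPT and -0.51 for PDGFRB, and housekeeping genes 0 higher and 0 lower of 10 (median -0.032, camera, adjusted p = 0.537), with 0.67 for B2M and -0.42 for GUSB. KRT19, MS4A1, CD14 and DPT were not above the background of any array.

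Published targets of miR-503 and the miR-15/16 family gave 1 higher and 0 lower of 23 (median 0.078, camera, adjusted p = 0.334), the growth factor receptor FGFR1 with 1.11 (standard error 0.39), which is in the study's biomarker sheet and was not above the background of any array. Of the genes the study tested by q-PCR as targets, 5 were measured here and 0 passed (median 0.22, camera, adjusted p = 0.537). Their log2 fold changes were 1.55 for S1PR1, 0.44 for CCNG1, 0.22 for SEMA3G, -0.54 for SYNPO2 and -0.85 for DMD. Without anti-miR-503 replicate 1 they were 2.49 (standard error 0.60, adjusted p = 0.109 from limma), 0.48, 0.37, -1.20 and -1.25 in the same order. SEMA3G and SYNPO2 were not above the background of any array, and DMD of any anti-miR-503 array.

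Of the tests that follow, those of the splits of the arrays and of the position of anti-miR-503 replicate 1 were written before their results were seen, and the tests of direction, of an exchange with a control array and of the NF-kB targets of that array after. With 10 splits of the 6 arrays into 3 and 3, no share under 0.05 can be had. The real split gave 0 rows at an adjusted p under 0.05 (10 of 10 splits gave as many, highest other 1), 383 rows past the 2-fold threshold (5 of 10, highest other 769) and 11 lists (2 of 10, highest other 11). The splits above 383 rows keep anti-miR-503 replicates 2 and 3 together, whereas that of control replicates 1 and 2 with anti-miR-503 replicate 2, which parts them, also gave 383.

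The direction is opposite to the study's, and with Tukey biweight averages, found by trying which average of the arrays gives the study's values, the control minus anti-miR-503 difference was within 0.02 on the log2 scale of the Table S2 fold for 40 of 40 biomarkers, and for 0 in the other direction. This is what fold changes of control over anti-miR-503, as the arrays are labelled, predict. Exchanged labels of the 2 groups, with fold changes of treated over control, predict the same, so the match cannot tell them apart. That the labels of the 2 groups were exchanged stays open. The measured q-PCR targets do not decide it, since 0 of the 5 passed with all arrays. Without anti-miR-503 replicate 1, S1PR1 was at 2.49 (standard error 0.60, adjusted p = 0.109 from limma), but 1 gene does not decide it. Of the 5 targets, 3 were higher in the arrays labelled anti-miR-503, among them CCNG1 and S1PR1 (EDG1), the measured genes that the study's q-PCR finds changed inversely to miR-503, which is the direction the labels predict. The axis titles of Fig. 3C place its upregulated points on the side of the controls, and the study's q-PCR of the selected genes and its IHC show lower levels after inhibition, which does not settle the direction.

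Anti-miR-503 replicate 1 lies with the controls. On average, 0 control arrays correlated better with anti-miR-503 replicates 2 and 3 than with the other controls, which goes against an exchange with a control array. The splits that exchange it with control replicates 1, 2 and 3 gave 612, 769 and 525 rows past the 2-fold threshold, against 383 as labelled. These counts run the other way, so an exchange stays open. Over 154 rows chosen without anti-miR-503 replicate 1, its median position between the controls (0) and anti-miR-503 replicates 2 and 3 (1) was 0.047. This lay within the 0.034 to 0.229 of the controls, each left out of the choice in turn, as a wrong label or no response predicts. The choices for the controls rested on 1 control fewer and gave 42, 29 and 509 rows, so the reference is not fully alike. The median of the NF-kB targets in this array, 0.27, lay above every control (-0.081 to 0.077), as a smaller response predicts. Its hypoxia genes at 8.6e-04 (controls -0.29 to 0.15) and its interferon-stimulated genes at 0.40 (controls -0.39 to 0.60) lay within the controls. Each control was set against the other controls only, which widens the range of the controls. A smaller response, a single wrong label and no response therefore all stay open, since a position below that of the highest control, 0.229, cannot be told from the spread of the controls. Mitotic genes were at -2.99 in control replicate 3 and at 1.30 and 1.79 in control replicates 1 and 2, each against the other controls. Against all controls they were at -1.49 in anti-miR-503 replicate 1 and at 0.90 and 0.89 in replicates 2 and 3. The references differ, so the sizes are not on one scale. A growth state shared by control replicate 3 and anti-miR-503 replicate 1 was not tested.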
